# The transcription factor NF-Y participates to stem cell fate decision and regeneration in adult skeletal muscle

**DOI:** 10.1038/s41467-021-26293-w

**Published:** 2021-10-14

**Authors:** Giovanna Rigillo, Valentina Basile, Silvia Belluti, Mirko Ronzio, Elisabetta Sauta, Alessia Ciarrocchi, Lucia Latella, Marielle Saclier, Susanna Molinari, Antonio Vallarola, Graziella Messina, Roberto Mantovani, Diletta Dolfini, Carol Imbriano

**Keywords:** Gene expression, Transcription, Muscle stem cells

## Abstract

The transcription factor NF-Y promotes cell proliferation and its activity often declines during differentiation through the regulation of NF-YA, the DNA binding subunit of the complex. In stem cell compartments, the shorter NF-YA splice variant is abundantly expressed and sustains their expansion. Here, we report that satellite cells, the stem cell population of adult skeletal muscle necessary for its growth and regeneration, express uniquely the longer NF-YA isoform, majorly associated with cell differentiation. Through the generation of a conditional knock out mouse model that selectively deletes the NF-YA gene in satellite cells, we demonstrate that NF-YA expression is fundamental to preserve the pool of muscle stem cells and ensures robust regenerative response to muscle injury. In vivo and ex vivo, satellite cells that survive to NF-YA loss exit the quiescence and are rapidly committed to early differentiation, despite delayed in the progression towards later states. In vitro results demonstrate that NF-YA-depleted muscle stem cells accumulate DNA damage and cannot properly differentiate. These data highlight a new scenario in stem cell biology for NF-Y activity, which is required for efficient myogenic differentiation.

## Abstract (web summary)

Satellite cells represent myogenic stem cells that allow the homeostasis and repair of adult skeletal muscle. Here the authors report that the transcription factor NF-Y is expressed in satellite cells and is important for their maintenance and proper myogenic differentiation.

## Introduction

Postnatal muscle stem cells, namely satellite cells (SCs), allow neonatal/juvenile growth phase of normal skeletal myofibers as well as the homeostasis and repair following injury of adult skeletal muscle^1,2^. SCs are histologically located in a niche environment between the sarcolemma and the basal lamina of the muscle fiber. Despite heterogeneous in gene expression signature, stemness, and myogenic differentiation potential, SCs are characterized by the expression of the paired domain transcription factor Pax7^3^. The ablation of the total pool of Pax7+ cells in adulthood results in the complete loss of muscle regeneration^4,5^. In adult muscle, Pax7+ cells are mitotically quiescent but quickly enter the cell cycle in response to injury and muscle degeneration to both self-renew and differentiate into functional myofibers. A dynamic interplay exists between SCs and the stem cell niche: the activity of SCs is influenced not only by intrinsic factors, but also by signals provided by the niche^6^. In addition, the niche has a role in the regulation of SCs asymmetric division, which depends on the relative position of daughter cells in relation to the myofiber^7^. Asymmetric division, which generates two unequal daughter cells, is a key mechanism that allows the maintenance of the stem cells pool and tissue homeostasis by supporting the balance between self-renewal and differentiation^7^.

Multiple signaling pathways and rapid expression of myogenic transcription factors (TFs) govern SCs activation. In particular, the early expression of Myf5 and MyoD in activated SCs controls the myogenic program, depending on which of the two TFs predominates: while translation of Myf5 mRNA enhances SCs activation, MyoD mainly drives the expansion of a cell population that is committed toward early differentiation^3,8^. After limited rounds of proliferation, the majority of Pax7+ cells begin a differentiation program characterized by MyoD-dependent activation of Myogenin and Mef2 and decrease in Pax7 levels^9^.

The TF NF-Y is composed by NF-YA, NF-YB, and NF-YC subunits. NF-YA is the DNA binding subunit of the heterocomplex, which specifically binds to CCAAT boxes, common regulatory DNA elements within promoters and enhancers^10,11^. The NF-YA gene encodes for two different splice transcripts, NF-YA long (NF-YAl) and NF-YA short (NF-YAs), the last one lacking 28/29 aminoacids within the transactivation domain. In mouse embryonic stem cells (ESCs), NF-YAs is expressed in proliferating cells and a switch to NF-YAl occurs during differentiation^12^.

In mature skeletal muscle, NF-YA expression is absent and, consequently, NF-Y binding to its target genes is lost^13^. NF-Y is a well-known positive regulator of cell proliferation via transcriptional activation of cell growth genes. Therefore, it is generally accepted that the decrease in NF-YA levels is a key step that allows the exit from the cell cycle and the activation of the myogenic differentiation program during myoblast differentiation. Indeed, transient NF-YA overexpression impairs myoblast differentiation in vitro^13,14^. Despite this, we recently showed that stable overexpression of NF-YAl in C2C12 myoblasts enhances the differentiation program through the activation of new identified NF-Y target genes, such as *Cdkn1c* (p57) and *Mef2d*, which are important for early muscle differentiation. Oppositely, forced expression of NF-YAs maintains the cells into a proliferative status and inhibits the differentiation program^15^. Recent results obtained by CRISPR-Cas9 forced deletion of exon3, retained in NF-YAl, highlighted that the switch from NF-YAl to NF-YAs interferes with the differentiation program but not with the proliferative ability of C2C12 cells^16^. While in wt mice muscle NF-YA is undetectable, it is expressed in the nuclei of dystrophic *mdx* mouse muscles, which are characterized by extensive activation of SCs to compensate myofibers degeneration. In accordance with NF-YA expression, the NF-Y heterotrimer binds the promoters of its target genes, which are upregulated in *mdx* muscles^14^. Taking into consideration these results together with data showing that NF-YA expression controls stemness and proliferation of mouse and human stem cells^12,17^, we decided to investigate the biology of NF-Y in muscle stem cells. Unfortunately, the ability to study NF-Y in post-natal tissues has been hampered by early embryonic lethality of NF-YA null mice^18^.

In this study, we used an inducible knock out mouse model to selectively disrupt NF-YA expression in Pax7+ SCs and we demonstrated that NF-Y has key functions in the regulation of muscle stem cell fate. We present evidence that NF-Y is important for adult SCs maintenance and myogenic differentiation.

## Results

### NF-YA is required for proper regeneration of adult skeletal muscle following injury

We first investigated the expression of the NF-YA subunit during embryonal and adult myogenesis. Western blot analysis of mouse skeletal muscles highlighted that NF-YA expression is high in embryonic myoblasts (E12) and drops in fetal (E17) and post-natal muscles from P7 to P28 (Fig. 1a). Despite NF-YA downregulation during secondary myogenesis and post-natal period, we decided to investigate whether NF-YA expression could be modulated during skeletal muscle regeneration induced in tibialis anterior (TA) of adult mice (6–8-weeks-old mice) by cardiotoxin (CTX) injection. CTX administration led to a significant increase in NF-YAl transcript and upregulation of both NF-YAl and NF-YAs protein isoforms in total muscle extracts (Fig. 1b and c). Immunofluorescence analysis of TA muscle sections after 5 days from CTX treatment identified NF-YA expression in some nuclei of centrally nucleated fibers, as well as in interstitial cells that populate regenerating muscles (Fig. 1d). The main populations involved in muscle regeneration were isolated from CTX muscles by cell sorting and total extracts were analyzed by western blot: while macrophages express both NF-YAl and NF-YAs proteins, NF-YAl isoform uniquely is detected in activated SCs and FAPs (Fibro Adipogenic Progenitors) (Fig. 1e).

**Fig. 1:**
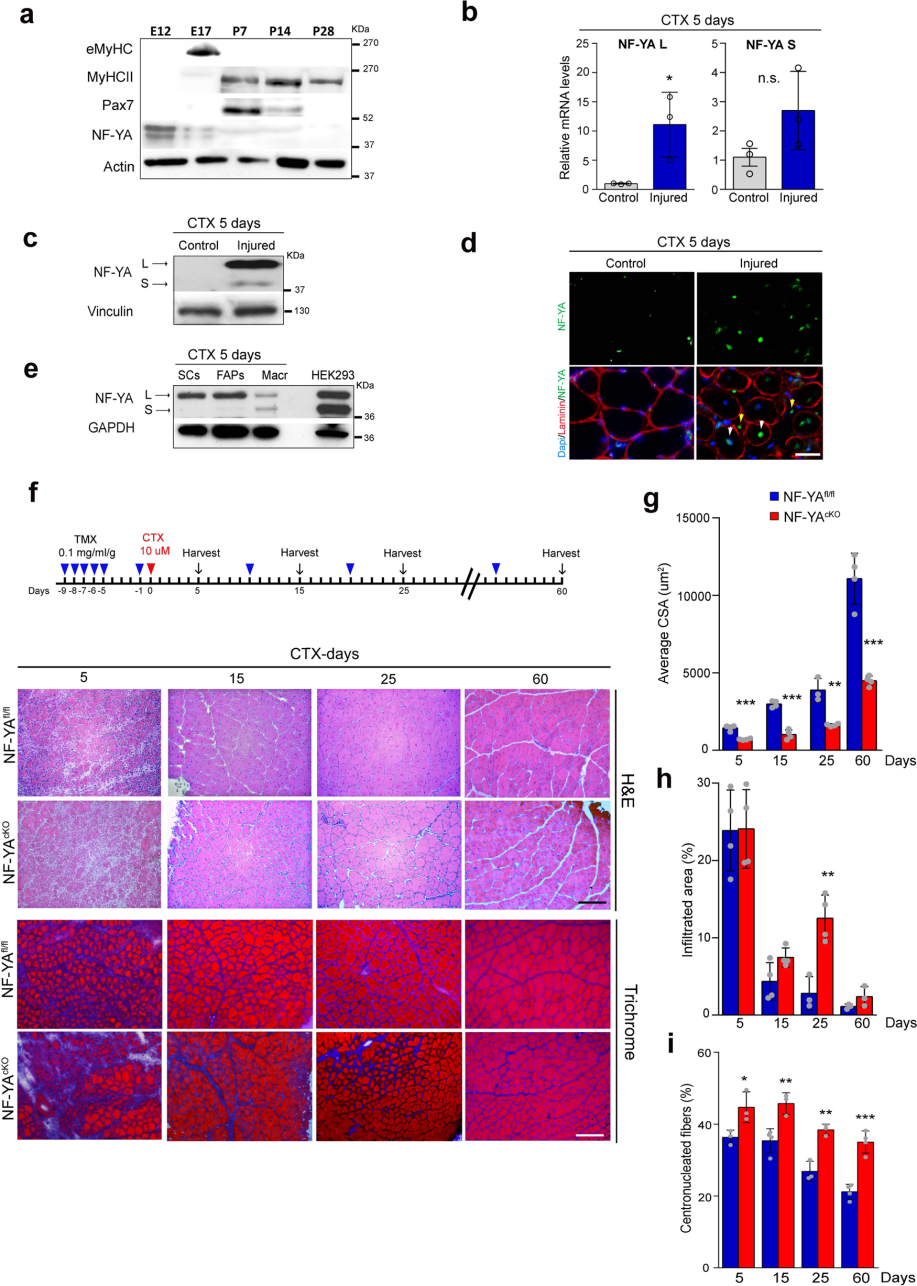
NF-YA is required for proper regeneration of adult skeletal muscle following injury. **a** Western blot analysis of NF-YA protein levels in embryonic (E12), fetal (E17) and post-natal (from P7 to P28) skeletal muscles. MyHCII, eMyHC and Pax7 antibodies were used to follow the myogenic progression. *n* = 3 experiments. **b** Relative mRNA levels of NF-YA isoforms (L = long and S = short) in uninjured (control) and 5 days-injured whole TA muscle of WT mice measured by RT-qPCR. Data represent mean ± s.d. (two-tailed unpaired *t*-test: *p* = 0.0343; *p < 0.05; n.s. = not significant; *n* = 3 mice). **c** Representative immunoblot of NF-YA isoforms (arrows) in uninjured and 5 days-injured whole TA muscle extracts of WT mice. *n* = 3 experiments. **d** Immunofluorescence analysis of NF-YA and laminin in TA muscle cross-sections 5 days after CTX injury and uninjured control. White and yellow arrows indicate nuclei of regenerative myofibers and interstitial cells, respectively. n = 3 experiments, scale bar: 50 µm. **e** Western blot analysis of NF-YA protein expression in sorted satellite cells (SCs), fibro/adipogenic progenitors (FAPs) and macrophage (Macr) cells from CTX-injured TA muscle. Hek293 cell extract was used to mark the different molecular weights of NF-YA isoforms. *n* = 3 experiments. **f** Upper panel: Schematic representation of TMX and CTX administration and time-course sample collection. Lower panel: Representative images of H&E and trichrome-stained TA cross-sections of NF-YA^cKO^ compared with NF-YA^fl/fl^ mice at 5, 15, 25, and 60 days after CTX injury. *n* = 3 mice, scale bar: 100 µm. **g** Quantification of average cross-sectional area (CSA) (5 days *p* = 0.0002; 15 days *p* < 0.0001; 25 days *p* = 0.0017; 60 days *p* = 0.002) and **h**, **i** percentage of infiltrated area (25 days *p* = 0.0052) and centronucleated myofibers (5 days *p* = 0.0380; 15 days *p* = 0.0082; 25 days *p* = 0.0034; 60 days *p* = 0.0003) in TA muscle sections at days 5, 15, 25, and 60 after CTX injection. Data represent mean ± s.d. (two-tailed unpaired *t*-test was used to calculate the statistical significance: **p < 0.01, ***p < 0.001; *n* = 4 mice).

In adult life, SCs are the stem cell population responsible for muscle regenerative capacity, therefore we decided to investigate whether NF-YA is required for the regeneration of myofibers upon injury. We generated NF-YA^fl/fl^;Pax7-Cre mice by crossing Pax7-CreER^T2^ ^19^ with NF-YA^flox/flox^ (NF-YA^fl/fl^) mice, containing one LoxP site in intron 2 and one LoxP site in intron 8 of the NF-YA gene^18^ (Supplementary Fig. 1a). Genetic ablation of NF-YA expression in SCs of NF-YA^fl/fl^;Pax7-Cre mice was induced by five repeated intraperitoneal (IP) injections of Tamoxifen (TMX) followed by 7 days of chasing in 8 weeks old mice (hereafter NF-YA^cKO^). NF-YA^fl/fl^ mice treated with TMX were used as control. PCR analysis of isolated SCs identified TMX-induced genomic targeted-deletion of the NF-YA floxed gene and a decrease in NF-YA wt transcript in favor of NF-YA deleted one (Supplementary Fig. 1b and c). Quantification of NF-YA and Pax7 double stained cells on fresh extensor digitorum longus (EDL) myofibers isolated from NF-YA^fl/fl^ and NF-YA^cKO^ mice showed TMX-induced depletion of NF-YA expression in about 70% of SCs (Supplementary Fig. 1d). NF-YA^cKO^ mice showed neither an overt phenotype nor differences in morphology and fiber size distribution compared to control (Supplementary Fig. 1e).

CTX was then injected into TA muscles of NF-YA^cKO^ and NF-YA^fl/fl^ mice. H&E staining highlighted a more severe muscle damage in NF-YA^cKO^ than in control mice at 5 days post-injection (Fig. 1f). At 15 days, centronuclear myofibers, indicative of regeneration, were detected in both NF-YA^fl/fl^ and NF-YA^cKO^ mice, but disorganized muscle structure and interstitial cell infiltration were clearly evident in cKO muscles. The reduction in myofiber cross-sectional area (CSA) suggested a delayed regenerative response in NF-YA^cKO^ mice (Fig. 1g). Moreover, cell infiltration persisted in NF-YA^cKO^ sections (Fig. 1h), as well as collagen-enriched area, detected by trichrome staining, even at day 25 from injury (Fig. 1f). The difference in CSA and percentage of centrally nucleated myofibers between NF-YA^fl/fl^ and NF-YA^cKO^ mice was still evident following 60 days after injury and was associated with reduced muscle weight (Fig. 1g, I and Supplementary Fig. 1f). Despite this, no defects were observed on muscle function, at least when determined by the conventional forelimb grip strength test (Supplementary Fig. 1g).

These results suggest that NF-YA expression in SCs could be essential for proper timing of skeletal muscle regeneration.

### NF-YA expression sustains proper regenerative myogenesis in vivo

To investigate the effect of NF-YA decrease on regenerative myogenesis, we evaluated the expression of key myogenic regulatory factors. Immunofluorescence staining of embryonic Myosin Heavy Chain (eMyHC), a marker for actively regenerating myofibers, showed marked expression at 5 days post-injury in both NF-YA^fl/fl^ and NF-YA^cKO^ muscles. NF-YA^fl/fl^ samples presented abundant expression of eMyHC in fibers of bigger size compared to NF-YA^cKO^. We observed an aberrant persistence of numerous eMyHC^+^ myofibers at day 15 after injury in cKO-damaged muscles (Fig. 2a), evidence of a regenerative delay.

**Fig. 2:**
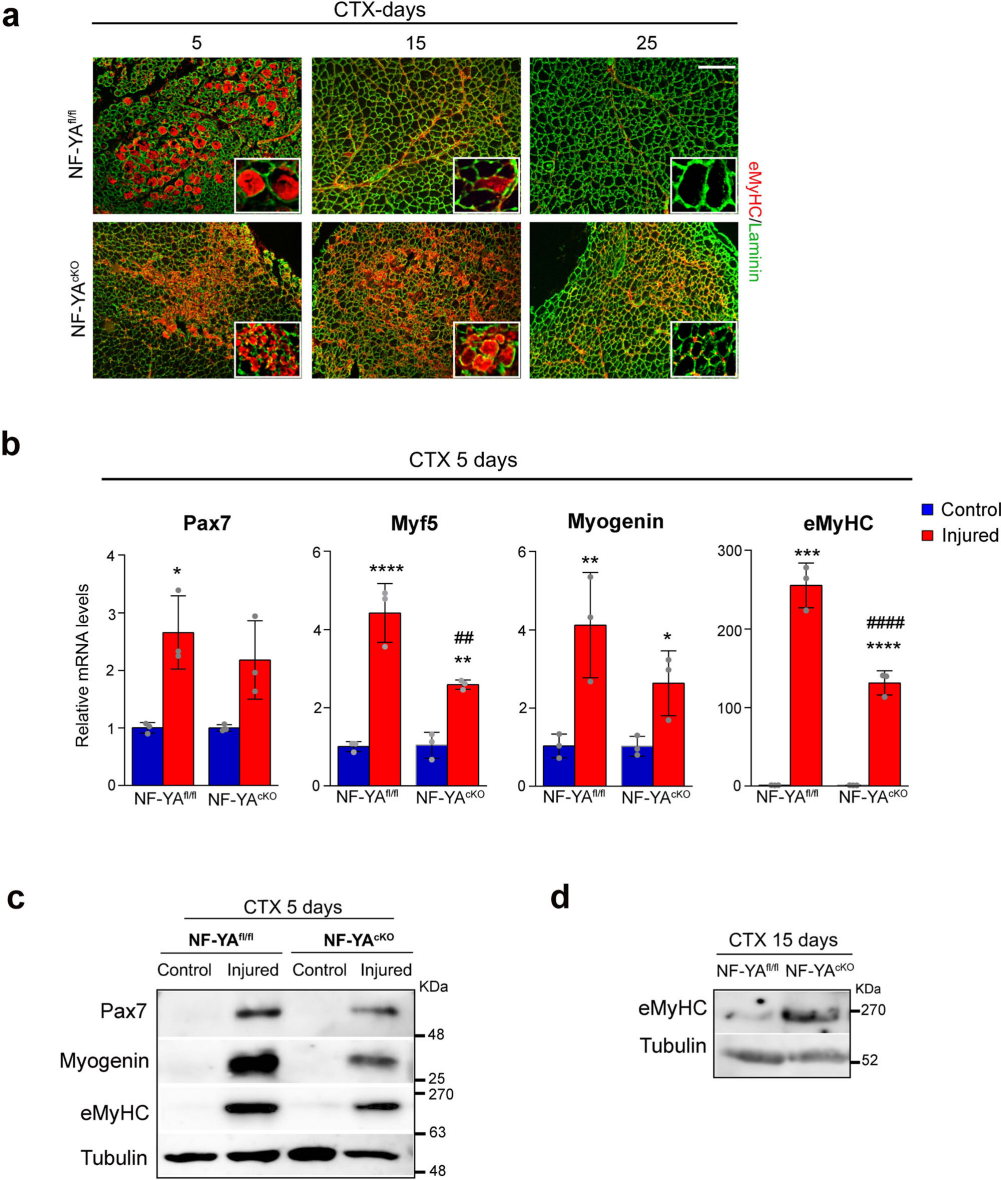
Loss of NF-YA delays regenerative myogenesis in vivo. **a** Representative immunostaining for eMyHC (red) and laminin (green) on TA muscle sections of NF-YA^fl/fl^ and NF-YA^cKO^ mice 5, 15 and 25 days after CTX injury. Nuclei were identified by DAPI staining. Scale bar: 100 µm. **b** Relative mRNA levels of myogenic markers Pax7, Myf5, Myogenin, eMyHC in whole 5-days injured TA muscles of NF-YA^fl/fl^ and NF-YA^cKO^ mice measured by RT-qPCR. Transcript levels of NF-YA^fl/fl^ and NF-YA^cKO^ uninjured mice have been arbitrarily set at 1. Data represent mean ± s.d. (one-Way Anova: Pax7 F(3,8)=9.66, *p* = 0.0049; Myf5 F(3,8)=44.63, *p* < 0.0001; MyoG F(3,8)=9,99, *p* = 0.0044; eMyHC F(3,8)=170.8, *p* < 0.0001; *n* = 3 mice per group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs control; ^##^*p* < 0.01, ^####^*p* < 0.0001 vs NF-YA^fl/fl^). **c** Western blot analysis performed on whole protein extracts of uninjured (control) and 5-days injured TA muscles of NF-YA^fl/fl^ and NF-YA^cKO^ mice. Immunoblots represent protein levels of Pax7, eMyHC, Myogenin and Tubulin. *n* = 3 experiments. **d** Western blot analysis of eMyHC on whole protein extracts of 15-days injured TA muscles of NF-YA^fl/fl^ and NF-YA^cKO^. Tubulin was used as loading control. *n* = 3 experiments.

By means of RT-qPCR, we compared the transcriptional activation of myogenic markers following 5 days from injury in total muscles in both NF-YA^fl/fl^ and NF-YA^cKO^ mice, relatively to control uninjured muscles (Fig. 2b). All the examined transcripts were induced in NF-YA^fl/fl^ injured muscle, consistently with active regeneration. Differently, CTX administration to NF-YA^cKO^ muscles did not induce significant upregulation of Pax7 with respect to uninjured muscles. Myogenin, Myf5 and eMyHC levels increased, albeit to a lesser extent compared to NF-YA^fl/fl^. Accordingly, reduced levels of Pax7, Myogenin and eMyHC proteins were observed in NF-YA^cKO^ compared to NF-YA^fl/fl^ CTX injured muscles (Fig. 2c). Western blot on 15 days post-injury muscles confirmed that the expression of eMyHC persisted at abundant levels in NF-YA^cKO^ with respect to NF-YA^fl/fl^ (Fig. 2d), consistently to the higher proportion of eMyHC+ fibers observed by immunofluorescence (Fig. 2a).

These results are suggestive of a delayed regenerative process in NF-YA^cKO^ mice, hinting that NF-YA expression is important for efficient muscle repair in adult mice.

### NF-YA expression is regulated during SCs activation and differentiation

To understand how NF-Y regulates post-natal myogenesis and muscle homeostasis, we examined the expression of NF-YA in SCs retained on single isolated myofibers from EDL uninjured muscles of adult wt mice (Fig. 3a). In order to discriminate quiescent, proliferating, and differentiating SCs we fixed myofibers after isolation (quiescent, Q), after 1 day (proliferating, P), and 3 days in suspension culture (differentiating, D). We detected positive NF-YA staining in quiescent Pax7+, activated MyoD+, and differentiating MyoG+ SCs. The analysis of differentiating fibers stained with Pax7 highlighted that NF-YA is expressed also in self-renewing (SR) SCs^20^ (Fig. 3a).

**Fig. 3:**
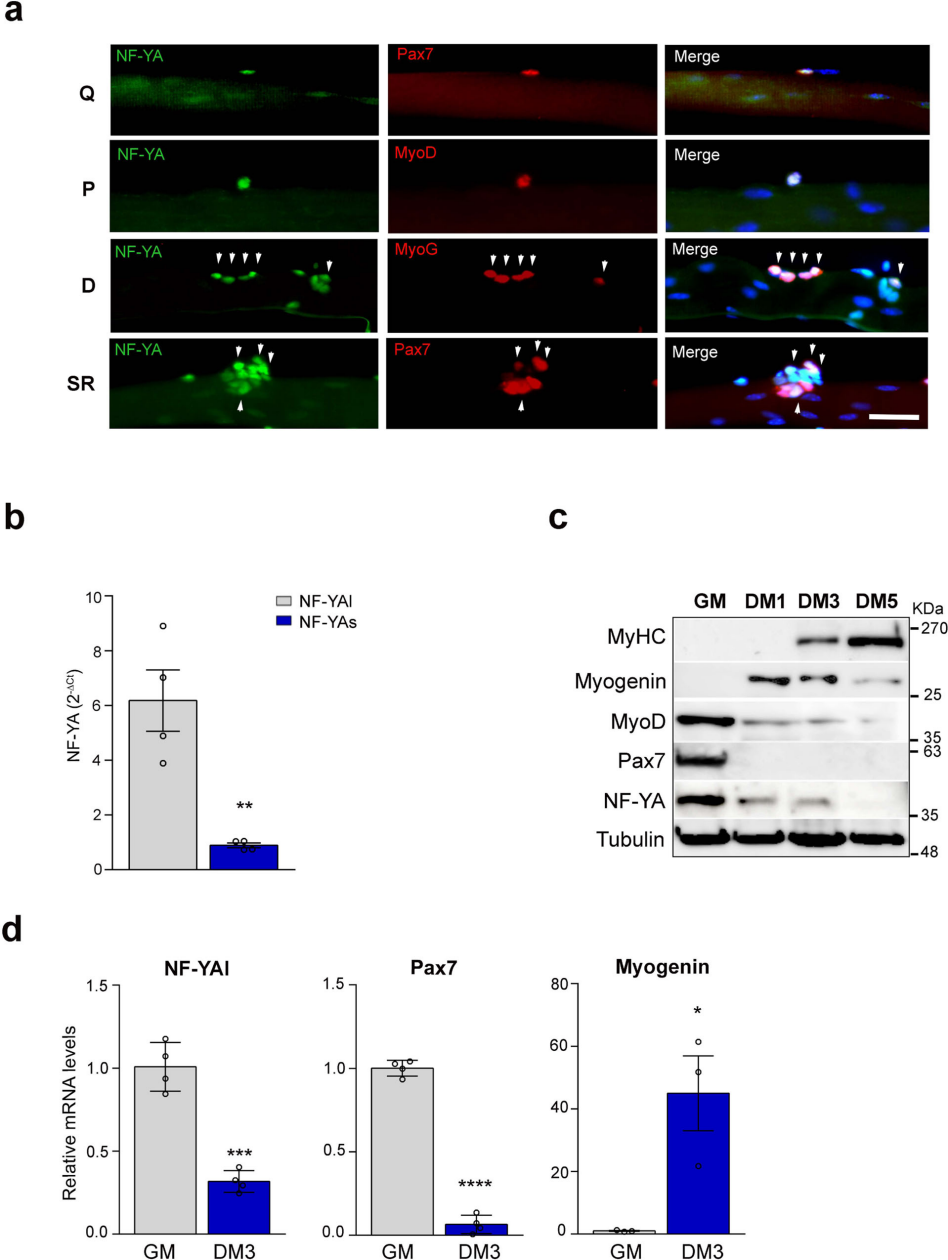
NF-YA expression is regulated during satellite cells activation and differentiation. **a** NF-YA immunofluorescence in Pax7+ SCs on freshly isolated EDL myofibers (quiescent, Q), MyoD-activated SCs after 1 day in suspension culture (proliferating, P), MyoG+ differentiating (D) and Pax7+ self-renewing (SR) SCs after 3 days in suspension culture. Nuclei were identified by DAPI staining. *n* = 3 mice, scale bar: 50 µm. **b** mRNA levels of NF-YAl and NF-YAs transcripts in isolated SCs measured by RT-qPCR. Data represent mean ± s.d. (two-tailed unpaired *t*-test: *p* = 0.0033, *p < 0.05, n = 4 mice). **c** Protein expression analysis by Western blot of NF-YA and myogenic markers (Pax7, MyoD, MyoG and MyHC) in SC-enriched cultures maintained in proliferating (GM) or differentiating conditions for 1, 3 or 5 days (DM1, DM3, DM5). Tubulin was used as loading control. *n* = 3 experiments. **d** Relative mRNA levels of NF-YAl (*p* = 0.0001, *n* = 4 mice), Pax7 (*p* < 0.0001, *n* = 4 mice) and Myogenin (*p* = 0.0212, *n* = 3 mice) in proliferating (GM) and differentiating (DM3) SCs cultured in vitro. Transcript levels in GM condition have been arbitrarily set at 1. Data represent mean ± s.d. (two-tailed unpaired *t*-test: *p < 0.05, ***p < 0.001, ****p < 0.0001).

We investigated the levels of NF-YA transcripts in SCs enriched from dissociated skeletal muscle of wt mice cultured in vitro. As already observed in immortalized myoblasts^15^, NF-YAl is the most abundant transcript expressed in SC-derived primary myoblasts (Fig. 3b). Western blot analysis of total cellular extracts from proliferating SCs exclusively detected NF-YAl protein (Fig. 3c). The expression of NF-YAl declines following 1 day of differentiation, concomitantly to Pax7 and MyoD decrease and Myogenin increase, whose modulation occurs at the transcriptional level (Fig. 3d). NF-YAl protein was barely detectable after 5 days of differentiation, when MyHC was highly expressed (Fig. 3c). The transcriptional control of NF-YA expression was validated also in SCs isolated from diaphragms of adult Pax3 GFP/+ mice^21^ by flow cytometry and RNA extracted immediately after their sorting or following in vitro culturing. Relative quantification of mRNA levels confirmed a severe decrease of NF-YA transcripts during differentiation (Supplementary Fig. 2a).

### Disruption of NF-YA expression reduces SCs pool

Using the NF-YA^cKO^ mouse model, we examined whether NF-YA participates to SCs fate decision in uninjured muscle. Immunofluorescence analysis revealed a clear decrease in the number of Pax7+ cells in TA cross-sections of NF-YA^cKO^ with respect to control mouse muscles (Fig. 4a). The comparison between the number of FACS-isolated SCs from control and cKO muscles corroborated that impaired NF-YA expression triggers SCs depletion (Fig. 4b). Tunel assay and cleaved-Caspase3 immunofluorescence staining showed a significant increase in Pax7+ myonuclei of NF-YA^cKO^ compared to NF-YA^fl/fl^ muscles, hinting that the reduction of Pax7+ cells can be at least in part ascribed to cell death (Fig. 4c and d).

**Fig. 4:**
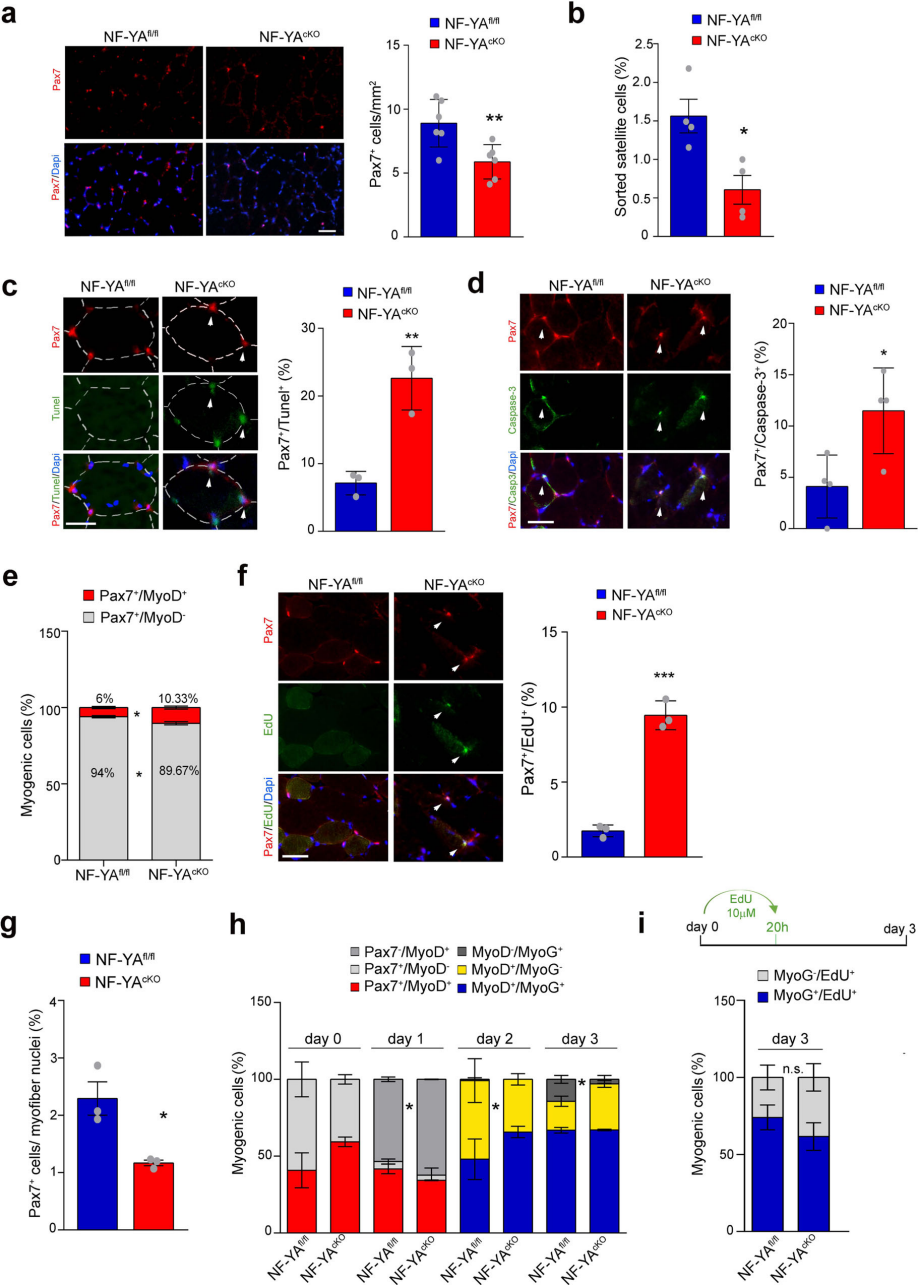
NF-YA loss reduces satellite cells pool and affects myogenic progression. **a** Pax7 immunostaining performed on NF-YA^fl/fl^ and NF-YA^cKO^ TA muscle cross-sections (left panel) and related quantification per mm^2^ (right panel). Nuclei were identified by DAPI staining. Scale bar: 50 µm. The histogram represents mean ± s.d. (two-tailed unpaired *t*-test: *p* = 0.0091, *p < 0.05; *n* = 6 mice). **b** Satellite cells were isolated from digested hindlimb muscles of NF-YA^fl/fl^ and NF-YA^cKO^ mice and sorted after incubation with anti-SM/C-2.6 and anti-CD45. SCs positive to SM/C-2.6 and negative to CD45 antigens were normalized on total sorted cells and expressed in percentage. Data represent mean ± s.d. (two-tailed unpaired *t*-test: *p* = 0.0158 *p < 0.05, *n* = 4 experiments). **c** Left panel: representative images of Tunel (green) and Pax7 (red) positive myonuclei in TA cross sections from NF-YA^fl/fl^ and NF-YA^cKO^ mice. Nuclei were identified by DAPI staining. The arrows indicate double stained cells. Scale bar: 25 µm. Right panel: percentage of Tunel/Pax7 double-positive cells. Data represent mean ± s.d. (two-tailed unpaired *t*-test: *p* = 0.005, **p < 0.01; *n* = 3 mice). **d** Representative images (left panel) and quantification (right panel) of Pax7/cleaved-Caspase-3 double stained cells in NF-YA^fl/fl^ and NF-YA^cKO^ TA cross sections. Scale bar: 50 µm. Data represent mean ± s.d. (unpaired *t*-test: *p* = 0.029, *p < 0.05, *n* = 4 mice). **e** Relative quantification of myogenic cells in TA cross sections from NF-YA^fl/fl^ and NF-YA^cKO^ uninjured mice. Data represent mean  ± s.d. (two-tailed unpaired *t*-test: *p* = 0.0147; *p < 0.05; *n* = 3 mice). **f** Left panel: representative images of EdU (green) and Pax7 (red) positive myonuclei in TA cross sections from NF-YA^fl/fl^ and NF-YA^cKO^ uninjured mice. Scale bar: 50 µm. EdU (5 mg/Kg) was injected 24 h before sacrifice. Right panel: percentage of EdU + /Pax7+ cells in uninjured muscles. Data represent mean ± s.d. (two-tailed unpaired *t*-test: *p* = 0.0013, **p < 0.01; *n* = 3 mice). **g** Quantification of the number of Pax7+ SC nuclei per 100 myofiber nuclei in NF-YA^fl/fl^ and NF-YA^cKO^ muscles. Data represent mean ±  s.d. (two-tailed unpaired *t*-test: *p* = 0.0190, *p < 0.05; *n* = 3 mice). **h** Relative distribution of myogenic cells retained in cultured EDL myofibers at day 0, 1, 2 and 3 post- isolation. Data represent mean ± s.d. (two-tailed unpaired *t*-test: *p* values from left to right: *p* = 0.0142, *p* = 0.0161, *p* = 0.0327; *p < 0.05; *n* = 3 mice). **i** Relative quantification of myogenic cells after incubation for 20 h with EdU (10 µM), cultured for 3 days from myofibers isolation. Data represent mean ± s.d. (two-tailed unpaired *t*-test: n.s. = not significant; *n* = 3 mice).

Relative percentages within NF-YA^cKO^ myogenic cells in uninjured TA sections highlighted a significant decrease of quiescent Pax7+/MyoD- population (from 94% in NF-YA^fl/fl^ to 90% in NF-YA^cKO^) at the expense of activated Pax7+/MyoD+ one (from 6% to 10%) (Fig. 4e). Consistently, we observed a higher number of Pax7+/EdU+ cells in NF-YA^cKO^ TA sections following in vivo EdU administration (from 1.75% ± 0.39 to 9.61% ± 1.29) (Fig. 4f). These data suggested that NF-YA^cKO^ SCs are prone to exit the quiescence. Similar results were obtained in CTX-injured muscles, where Pax7+/EdU+ cells increased from about 33% in control muscles to 54% in NF-YA^cKO^ ones (Supplementary Fig. 1h).

To better understand how NF-YA loss affects SCs fate, we monitored their myogenic progression in isolated EDL myofibers. Similar to what was observed in TA sections, the frequency of Pax7+ cells on total nuclei was clearly reduced in NF-YA^cKO^ myofibers at day 0 (d0), compared to NF-YA^fl/fl^ ones (Fig. 4g). Despite not statistically significant, relative cell percentages at d0 showed a decrease in Pax7+/MyoD− in favor of Pax7+/MyoD+ population, suggesting that the isolation procedure can activate NF-YA^cKO^ SCs from quiescence more quickly than NF-YA^fl/fl^ cells (Fig. 4h). After one day in culture (d1), NF-YA^cKO^ fibers showed a significant increase in Pax7−/MyoD+ cells (62.3%) compared to NF-YA^fl/fl^ control cells (53.4%), suggesting a quick transit of SCs from proliferation towards differentiation commitment. At day 2 (d2), NF-YA^fl/fl^ cells were equally distributed between MyoD+/MyoG− and MyoD+/MyoG+ populations, while the balance was shifted towards MyoD+/MyoG+ (65%) in NF-YA^cKO^ fibers. At day 3 (d3), the distribution of NF-YA^cKO^ cells was similar to the previous time point, with 67% of the population still stained for MyoD+/MyoG+ and about 30% MyoD+/MyoG−. Only 3% of the MyoG+ cells switched off the expression of MyoD (MyoD−/MyoG+). Differently, MyoD+/MyoG+ cells continued to increase (from 48 to 67%) at the expense of MyoD+/MyoG− activated population (from 51.2 to 18.8%) in NF-YA^fl/fl^ myofibers. Moreover, the appearance of 14.3% MyoD−/MyoG+ cells indicated their progression throughout the differentiation program.

As disruption of NF-Y activity resulted in the loss of cellular quiescence and quick commitment towards differentiation, we assessed whether some quiescent cells executed a G0-to-differentiation transition without passing through S phase. EdU pulse-chase experiment on differentiating myofibers (d3) did not identify MyoG+/EdU− cells, definitely confirming that DNA replication occurred also in NF-YA^cKO^ cells before they undertook differentiation (Fig. 4i). Despite not significant, the higher percentage of MyoG− cells within EdU+ population in NF-YA^cKO^ fibers is consistent with the accumulation of cells still proliferating (Fig. 4h).

### Loss of NF-Y activity impairs SCs differentiation in vitro

We decided to monitor the proliferation and differentiation abilities of SCs isolated from skeletal muscle of NF-YA^cKO^ mice and cultured in vitro. Equal number of isolated cells from NF-YA^cKO^ and NF-YA^fl/fl^ muscles were plated and grown in proliferating conditions. Cultures derived from NF-YA^cKO^ contained a significant lower proportion of Pax7+ cells when quantified on total DAPI-stained nuclei (Fig. 5a, b). Relative quantification within Pax7+ cells showed an increase in proliferating Pax7+/MyoD+ SCs (from 55.4% in control to 70.4% in NF-YA^cKO^) at the expense of quiescent Pax7+/MyoD− cells in NF-YA^cKO^ (from 44.6 to 29.6%) (Fig. 5b).

**Fig. 5:**
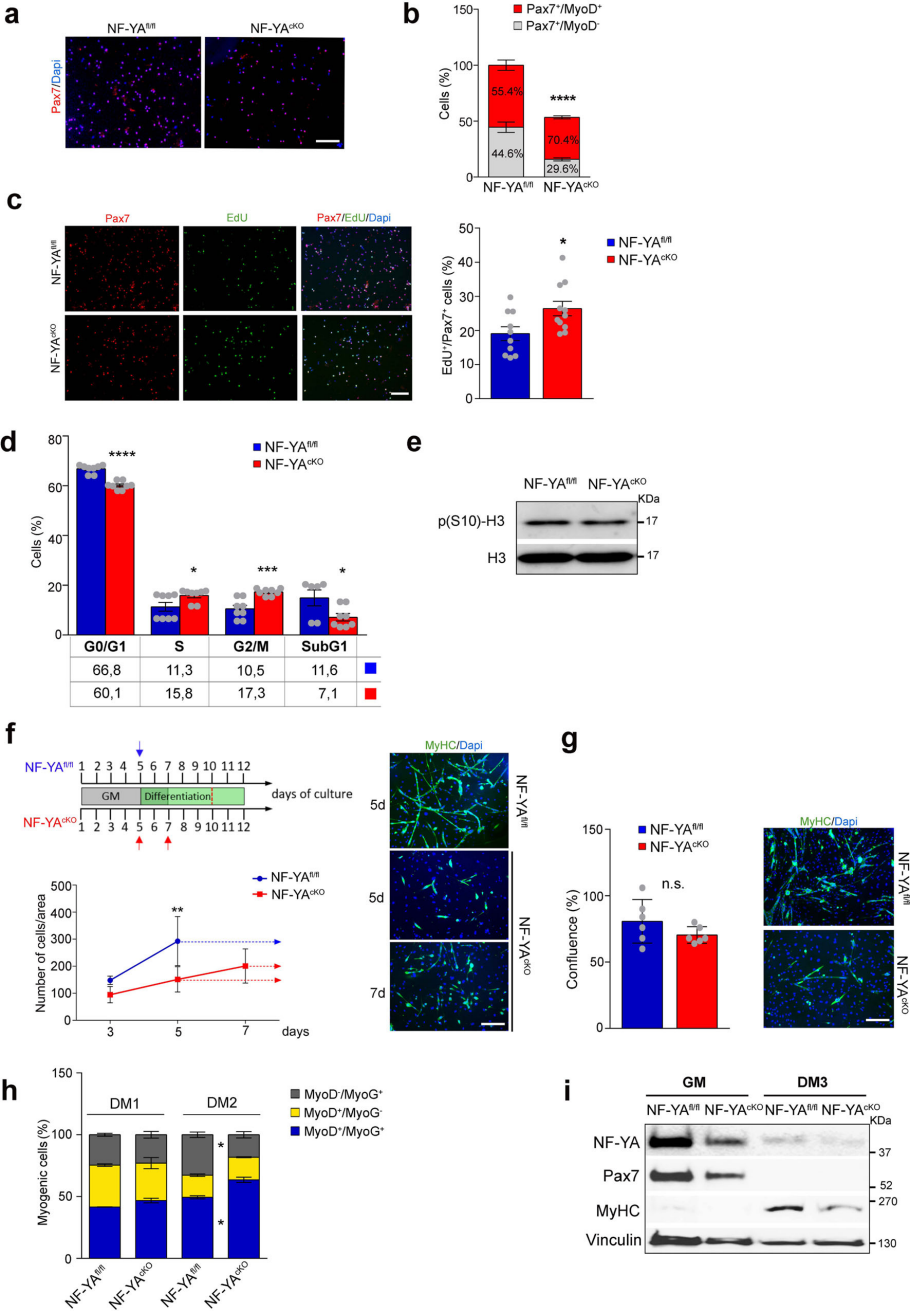
Loss of NF-Y activity impairs satellite cells differentiation in vitro. **a** Representative images of NF-YA^fl/fl^ and NF-YA^cKO^ primary SCs immunostained for Pax7 and DAPI after 4 days from isolation (*n* = 3 experiments). Scale bar: 100 µm. **b** Quantification of the percentage of Pax7 positive cells normalized on total DAPI-stained nuclei in proliferating culture conditions. The indicated percentage is related to the distribution of Pax7+/MyoD+ and Pax7+/MyoD− populations. Data represent mean ± s.d. (two-tailed unpaired *t*-test: ****p < 0.0001, n = 3 mice). **c** Immunostaining (left panel) and related quantification (right panel) of EdU+/Pax7+ cells in proliferating SCs cultures isolated from NF-YA^fl/fl^ and NF-YA^cKO^. EdU (10 µM) was administered to the cells for 2 h until harvest. Data represent mean ± s.d. (two-tailed unpaired *t*-test: *p* = 0.0215; *p < 0.05, *n* = 10 mice). Scale bar: 100 µm. **d** Flow cytometry analysis of cell cycle progression in NF-YA^fl/fl^ and NF-YA^cKO^ SCs after 4 days from isolation. The histogram shows the distribution of cells in G0/G1 (*p* < 0.0001), S (*p* = 0.0392), G2/M (*p* = 0.0005) and subG1 (*p* = 0.0336) phases of the cell cycle. Data represent mean ± s.d. (two-tailed unpaired *t*-test: *p < 0.05, ***p < 0.001, ****p < 0.0001, *n* = 8 mice). **e** Western blot analysis of phospho-Ser10 histone H3 protein levels in whole-cell extracts of proliferating SCs. Total H3 was used as loading control. *n* = 4 experiments. **f** Upper panel: schematic representation of cell culture conditions and incubation times. GM = growth medium. Lower panel: proliferation curve at the indicated time points of NF-YA^fl/fl^ and NF-YA^cKO^ SCs maintained in growth medium (solid line) or in differentiating medium (dashed lines). Data represent mean ± s.d. (two-tailed unpaired *t*-test: day 5 *p* = 0.0041; **p < 0.05; *n* = 3 mice). Right panel: representative immunofluorescence images of MyHC staining of NF-YA^fl/fl^ and NF-YA^cKO^ SCs induced to differentiate for 5 days following 5 or 7 days from isolation. *n* = 3 mice, scale bar: 100 µm. **g** Left panel: percentage of confluence achieved by plating different NF-YA^fl/fl^ and NF-YA^cKO^ cell number. Data represent mean ± s.d. (two-tailed unpaired *t*-test: n.s. = not significant; *n* = 3 mice). Right panel: MyHC staining of NF-YA^fl/fl^ and NF-YA^cKO^ confluent SCs. **h** Relative distribution of NF-YA^fl/fl^ and NF-YA^cKO^ myogenic cells induced to differentiate for 1 (DM1) or 2 days (DM2) and stained with MyoD and MyoG antibodies. Data represent mean ± s.d. (two-tailed unpaired *t*-test: DM2 MyoD−/MyoG+ *p* = 0.0423, DM2 MyoD+/MyoG+ *p* = 0.0255; *p < 0.05; *n* = 3 mice). **i** Representative immunoblots of NF-YA and myogenic markers Pax7 and MyHCII protein expression in whole extracts of SCs isolated from NF-YA^fl/fl^ and NF-YA^cKO^ mice and cultured in growth medium (GM) and 3 days in differentiating medium (DM3). Vinculin was used as loading control. *n* = 3 experiments.

These data suggested that, despite reduced in percentage, Pax7+ cell population from NF-YA^cKO^ is more prone to activation (Pax7+/MyoD+). Consistently, we observed an increase in EdU+/Pax7+ cells, hinting that primary myoblasts from NF-YA^cKO^ muscle are stimulated to proliferate when cultured in growth medium (Fig. 5c).

Despite the presence of proliferative markers, NF-YA^cKO^ SCs underwent a modest expansion compared to control cells, even if maintained in culture for more days. This suggested that following DNA replication, cell division did not really occur. To further analyze the impact of NF-YA disruption on SCs proliferation, we performed cell cycle analysis by flow cytometry of Propidium Iodide-stained cells cultured in growth medium. We observed a significant increase in S-phase cells and the accumulation in G2/M at the expense of G0/G1 population (Fig. 5d). The expression of the mitotic marker phospho(Ser10)-H3 did not change compared to control cells, hinting that NF-YA^cKO^ SCs could be arrested in S or G2 phase (Fig. 5e).

We then investigated the differentiation commitment of SCs cultured in low serum condition following 5 days from isolation: fewer MyHC+ were observed in NF-YA^cKO^ culture compared to NF-YA-expressing cells (Fig. 5f). In order to achieve the same confluence, NF-YA^cKO^ cells were maintained in culture for more days or were plated at higher density before switching to the differentiation medium: despite this, SCs failed to efficiently differentiate (Fig. 5f, g). Furthermore, we stained myogenic cells with MyoD and MyoG antibodies after 1 or 2 days in differentiating conditions (DM1 or DM2). At DM2, NF-YA^cKO^ cells showed different distribution compared to NF-YA^fl/fl^ ones (Fig. 5h). MyoD+/MyoG+ committed population increased from 49.5% ± 1.2 in NF-YA^fl/fl^ to 63.5% ± 2.1 in NF-YA^cKO^ at the expense of more differentiated MyoD−/MyoG+ cells (from 32.7% ± 2.2 in NF-YA^fl/fl^ to 18.2% ± 2.6 in NF-YA^cKO^). Western blot analysis of total cellular extracts showed reduced expression of Pax7 and MyHC in NF-YA^cKO^ SCs cultured in growth or differentiating medium for three days (DM3) (Fig. 5I).

These results demonstrate that NF-YA^cKO^ SCs experienced defects in the differentiation progression in vitro, as observed in isolated myofibers (Fig. 4h).

### Identification of NF-Y-regulated transcriptome in SCs

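RNA-seq libraries of 3 NF-YA cKO and 3 NF-YA fl/fl cultures of SCs were analyzed. In NF-YA cKO mice tamoxifen activates the Cre recombinase in Pax7-expressing cells and removes the floxed part of the NF-YA gene, while tamoxifen-treated NF-YA fl/fl mice, which carry the floxed alleles without Cre, are the control. The paper's Methods describe mice 6 to 8 weeks old at the tamoxifen injections (0.1 mg per g of body weight, 5 daily injections), muscles harvested 7 days after the last one, and SCs collected after 4 days in growth medium; the sample labels give an age of 5 to 7 weeks. Stranded libraries were made by the authors from 500 ng of total RNA and sequenced as paired reads of 75 nt. The authors aligned the reads to the mouse transcriptome (mm10) with bowtie2 and counted them with RSEM, which splits a read shared between transcripts by its estimated likelihood, so that the deposited values are expected counts that need not be whole, with TPM beside them. Genes with a near-identical copy and overlapping genes are therefore estimates of a split. The total expected counts ranged from 31040863 to 41118984 in NF-YA cKO (median 41052825) and from 26936230 to 33316730 in NF-YA fl/fl (median 30591397). Expected counts were rounded, genes with more than 10 counts in at least 2 libraries were kept as in the paper's Methods (17348 of 35976 genes), and library sizes were normalized by edgeR's TMM method. Levels are given as CPM, the counts relative to library size after this normalization, as mean ± SD over 3 libraries. Genotypes were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment (FDR).
The targeted gene was examined first. Nfya lies on chromosome 17 of GRCm38 (mm10) from 48386885 to 48409820, on the minus strand, and the part between introns 2 and 8 holds exons 3 to 8 of the longer form (48391876 to 48399068). The paper places the LoxP sites in these introns. The authors had added to the Nfya transcripts an entry for the deleted allele, 2883 nt long. This entry received 22.3% to 34.2% of the Nfya expected counts in the 3 NF-YA cKO libraries (27.6% ± 6.05, SD, n = 3) and 0 counts in all 3 NF-YA fl/fl libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 libraries allow). Its share of the Nfya TPM, which is scaled to transcript length, was 27.25% to 40.54% in NF-YA cKO (33.25% ± 6.74). The other Nfya transcripts together reached 19.9 ± 1.88 CPM in NF-YA cKO and 28.7 ± 7.20 CPM in NF-YA fl/fl (exact permutation test, p = 0.1).
Replicates of NF-YA cKO differed less from each other than replicates of NF-YA fl/fl, with a biological coefficient of variation of 0.105 against 0.310, and no pair of libraries was identical or within sampling noise. Genotype was not the only property that parted the libraries. Xist, the X-inactivation transcript, was at 843 ± 8.35 CPM in NF-YA cKO and 0.389 ± 0.0846 CPM in NF-YA fl/fl, whereas the Y-linked Ddx3y was at 84.9 ± 3.82 CPM in NF-YA fl/fl and at 3 counts or fewer in every NF-YA cKO library. All libraries of one genotype had the same pattern, so that sex-linked expression and genotype cannot be told apart in these data.

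**Figure D1:**
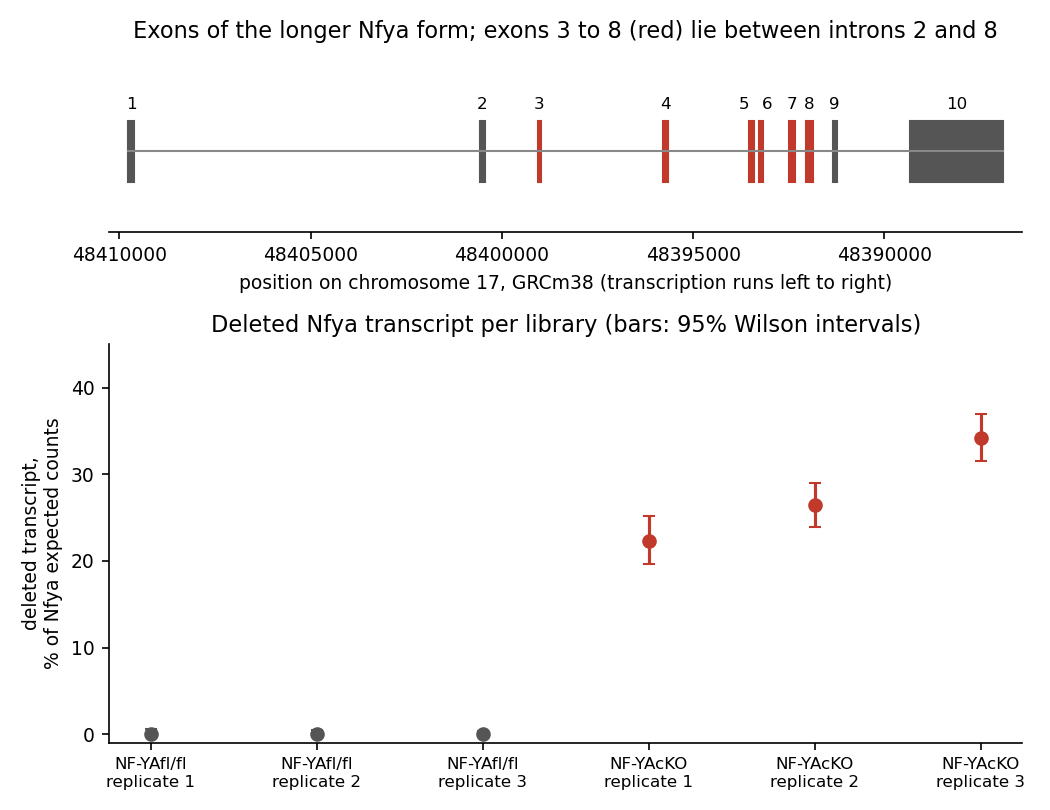
Top, exons of the longer Nfya form along chromosome 17 (GRCm38 position on the horizontal axis), with exons 3 to 8 in red. Bottom, deleted Nfya transcript as a percentage of all Nfya expected counts in each library, with 95% Wilson intervals that cover counting error only; the NF-YA fl/fl libraries are at 0 and the NF-YA cKO libraries between 22.3% and 34.2%.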

To better understand the phenotype observed in primary NF-YA^cKO^ myoblasts, we performed RNA-seq analysis of SCs isolated from NF-YA^fl/fl^ and NF-YA^cKO^ mice and cultured in growth medium. 

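With the thresholds of the paper's Methods (FDR under 0.01 and a log2 fold change above 1 or below -1), edgeR's quasi-likelihood test called 806 of the 17348 tested genes higher and 1331 lower in NF-YA cKO than in NF-YA fl/fl. The counts depended on the test, and moved most under a test against a log2 fold change of 1 (edgeR's glmTreat, FDR under 0.01), which called 97 genes higher and 510 lower. DESeq2, the paper's tool, called 986 genes higher and 1804 lower, among which were 765 and 1328 of the genes above.
The largest changes among called genes with a mean of at least 10 CPM and no overlap between the groups were examined by name. Xist on chromosome X had the largest increase, with a log2 fold change of 11.06 (standard error 0.17, FDR = 1.38e-06). It was followed by Lyz1 (5.38, FDR = 0.00122), Slpi (5.37, FDR = 0.00162), Lyz2 (5.33, FDR = 0.000567) and Ctss (5.20, FDR = 0.000466). Lyz1 and Lyz2 are neighbouring genes on chromosome 10 (from 117287795 to 117292868 and from 117277541 to 117282272), between which the authors' counting could have split reads. On the lower side, 4 of the 5 genes were Y-linked. These were Ddx3y, Kdm5d, Eif2s3y and Uty. Kdm5d was at 39.1 CPM in NF-YA fl/fl, with at most 1 count in any NF-YA cKO library, and Eif2s3y and Uty were at 44.6 and 44.0 CPM in NF-YA fl/fl, with at most 6 and 5 counts in any NF-YA cKO library. The remaining gene, Igfn1 on chromosome 1 (135953205 to 136040925), fell from 279 ± 93.8 to 0.476 ± 0.186 CPM (log2 fold change -9.15, standard error 0.43, FDR = 5.72e-05). Of the called genes, 89 (4.16%) lie on chromosome X or Y.

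**Figure D2:**
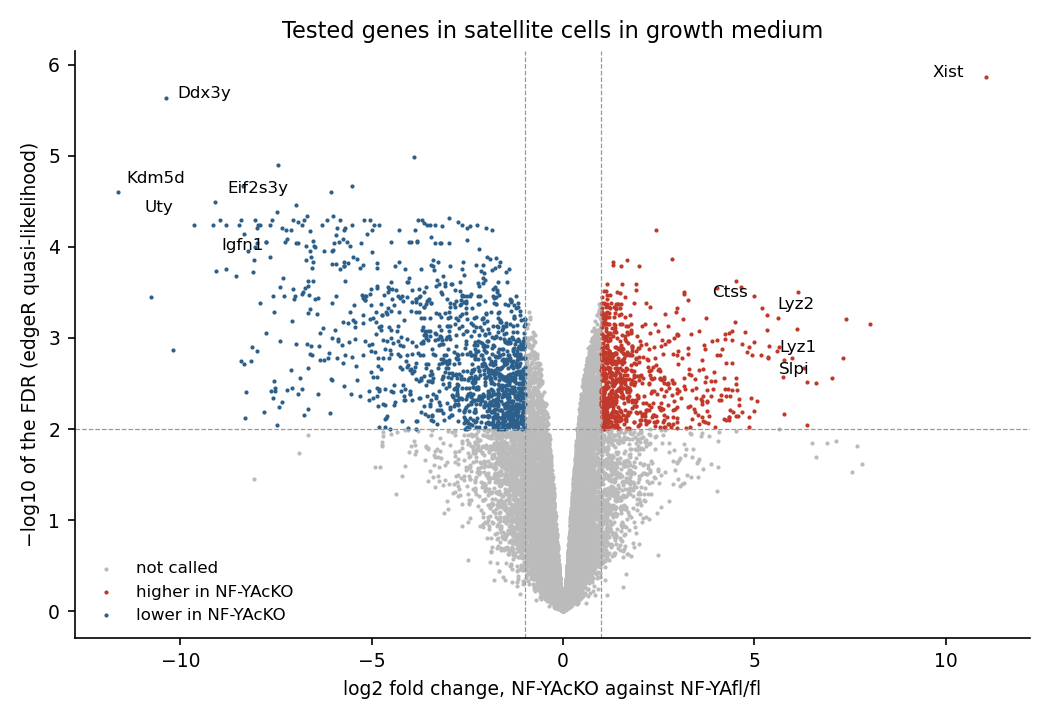
log2 fold change (NF-YA cKO against NF-YA fl/fl, horizontal axis) and −log10 of the FDR (vertical axis) of each tested gene, with the 806 higher genes in red and the 1331 lower genes in blue; dashed lines mark the thresholds. The 10 named genes are those with the largest changes among called genes with a mean of at least 10 CPM, so that unnamed genes with fewer counts can lie farther out.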

We defined differentially expressed genes with stringent criteria (see “Methods”) and we performed a functional analysis of downregulated and upregulated genes. 

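Mouse Reactome gene sets, chosen by name from the terms of Fig. 6a and Fig. 7, were used in place of Gene Ontology terms. Over-representation was computed against the 5073 tested genes that belong to any Reactome set, in the 870 sets with 10 to 500 such genes (one-sided hypergeometric test, Benjamini-Hochberg adjustment). Among the genes higher in NF-YA cKO, 402 belonged to a Reactome set, and the set with the smallest FDR was Cell Cycle, with 124 of its 472 tested genes where 37.4 were expected (FDR = 3.24e-35). At the paper's threshold of 1e-05, 73 sets were over-represented among the higher genes, a number that ranged from 1 to 79 when each library was left out in turn. Among the lower genes, of which 293 belonged to a set, there were 2 such sets, Striated Muscle Contraction with 25 of 29 tested genes where 1.67 were expected (FDR = 6.80e-25) and Muscle contraction with 32 of 58 where 3.35 were expected (FDR = 1.13e-22).
A competitive test that uses all genes, called or not (camera, inter-gene correlation 0.01, two-sided, adjusted over 17 sets), gave the same directions. The median log2 fold change was 0.51 over the Cell Cycle set, with 80 of its genes below 0 (FDR = 7.30e-16), and 0.51 over the 99 tested genes of DNA Replication (FDR = 1.12e-13). It was -5.30 over Striated Muscle Contraction, with 27 of 29 genes below 0 (FDR = 1.83e-54), and -2.74 over Muscle contraction (FDR = 1.08e-37). The Myogenesis set of 20 genes had no common direction, with a median of 0.02 (FDR = 0.969) and 11 genes above 0 and 9 below. Only 1 of its genes was called lower, so it can hold at most 1 of Myog, Mef2c and Mef2d, which were each called lower. The set therefore does not stand for all genes of myogenic commitment. In 7 of its genes every NF-YA cKO library was above every NF-YA fl/fl library, and in 7 every one was below. Innate Immune System rose slightly, with a median of 0.16 over 440 genes (FDR = 0.00979), and its genes were not over-represented among the higher genes (Fisher's exact test, two-sided, odds ratio 0.871, p = 0.519; odds ratio from 0.829 to 1.95 and p from 0.0265 to 1 over the alternatives). Camera with the inter-gene correlation estimated from the 6 libraries was the alternative that moved these tests most. Under it the medians are the same and the FDR was 0.0584 for Cell Cycle (range over the alternatives 4.29e-22 to 0.0584), 0.0549 for Striated Muscle Contraction (9.84e-75 to 0.0549), 0.119 for Innate Immune System (0.000794 to 0.119), 0.0549 for DNA Replication (1.18e-19 to 0.0549) and 0.0549 for Muscle contraction (2.20e-51 to 0.0549).

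**Figure D3:**
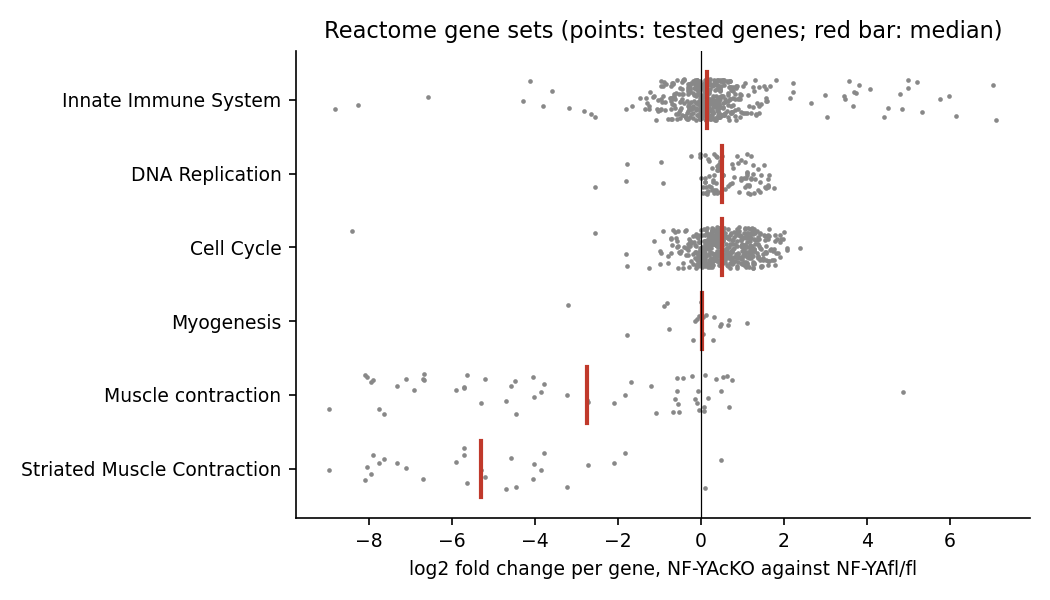
log2 fold change (NF-YA cKO against NF-YA fl/fl) of each tested gene in 6 Reactome sets, 1 point per gene, with the median of the set as a red bar. The median lies at -5.30 for Striated Muscle Contraction, at 0.02 for Myogenesis and at 0.51 for Cell Cycle.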

Gene Ontology analysis identified cell cycle-related pathways as the most significantly upregulated terms in cKO cells, in opposition to muscle cell differentiation and contraction categories that were evidently downregulated compared to control cells (Fig. 6a). The analysis of TFBS (Transcription Factor Binding Sites) over-represented in promoters (−450/+50) of differentially expressed genes identified NF-YA and NF-YB as enriched binding sites in upregulated genes but not in downregulated ones (Fig. 6b). These results are consistent with the hypothesis that NF-Y does not directly regulate the expression of genes involved in muscle differentiation^16^, while it directly controls cell cycle genes.

**Fig. 6:**
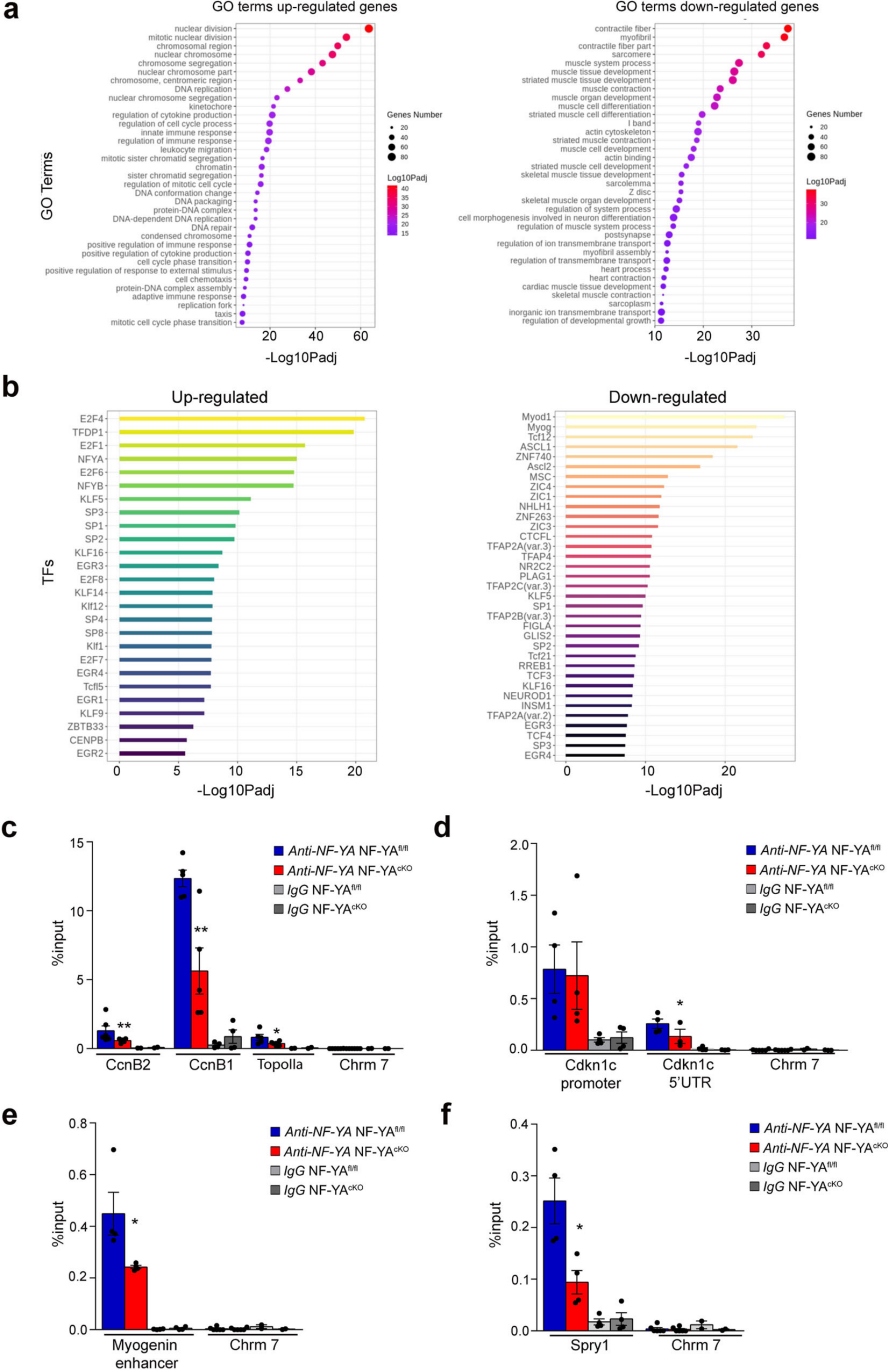
Transcriptional effects of NF-YA KO in satellite cells. **a** Enriched GO terms of up- (left) and down- (right) regulated genes in NF-YA^cKO^ *versus* NF-YA^fl/fl^ SCs. Circles are colored by adjusted *p* value (degree of enrichment) and their size commensurate with the number of genes belonging to the relative term. **b** Enriched transcription factor motifs (TFs) in promoters of up- (left) and down- (right) regulated genes estimated with Pscan (defined as -450/+50 bp near TSS). **c** qChIP analysis of NF-YA binding to promoter regions of *CcnB2* (*p* = 0.0048)*, CcnB1* (*p* = 0.0055) and *TopoIIa* (*p* = 0.0265) genes and to regulatory regions of the *Cdkn1c* gene (*Cdkn1c* 5′UTR *p* = 0.0188) (**d**) in NF-YA^fl/fl^ and NF-YA^cKO^ SCs. The satellite DNA-rich heterochromatin region of chromosome 7 (Chrm 7) has been used as negative control region and IgG as negative control antibody. Data are presented as mean ± s.d. (two-tailed unpaired *t*-test: *p < 0.05, **p < 0.01, *n* = 5 mice). **e** qChIP analysis of NF-YA binding to E3 enhancer of Myogenin gene (*p* = 0.0480) or to CCAAT-promoter of *Sprouty1* gene (*p* = 0.0194) (**f**). Data are presented as mean ± s.d. (two-tailed unpaired *t*-test: *p < 0.05, **p < 0.01, *n* = 4 mice).

We validated RNA-seq data by RT-qPCRs analysis (Supplementary Fig. 3a). In accordance with RNA-seq, *CcnB2, CcnA2* and *TopoIIα* genes, encoding for key regulators of the cell cycle, were upregulated in NF-YA^cKO^ primary myoblasts. 

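In the RNA-seq libraries all 3 cell cycle genes were called higher in NF-YA cKO. Ccnb2 (chromosome 9, 70407689 to 70421554) was at 45.2 ± 0.645 CPM in NF-YA cKO and 21.7 ± 6.87 CPM in NF-YA fl/fl (SD, n = 3), a log2 fold change of 1.06 (standard error 0.21, FDR = 0.00888 from edgeR's quasi-likelihood test). Ccna2 (chromosome 3, 36564865 to 36573038) rose from 81.2 ± 25.9 to 196 ± 6.12 CPM, a log2 fold change of 1.27 (standard error 0.22, FDR = 0.00501). Top2a, which encodes topoisomerase IIα (chromosome 11, 98992947 to 99024199), rose from 236 ± 79.3 to 534 ± 27.1 CPM, a log2 fold change of 1.18 (standard error 0.23, FDR = 0.00735). For each of them every NF-YA cKO library was above every NF-YA fl/fl library. Over 13 alternatives the log2 fold change stayed between 0.88 and 1.34 for Ccnb2, 1.07 and 1.53 for Ccna2 and 1.01 and 1.48 for Top2a, but Ccnb2 was called in 4 of them, and Ccna2 and Top2a in 7. The largest FDR of Ccnb2, 0.081, came from limma on log2(TPM + 0.1) (range over the alternatives 0.000126 to 0.081). In the paper's RT-qPCR source data, from 3 mice per genotype, the log2 ratio of the mean levels is 1.58 for Ccnb2, 1.64 for Ccna2 and 1.90 for Top2a.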

In opposition, the myogenic genes *Mef2C*, *MyoD,* and *Myogenin* were downregulated. 

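Expression of Mef2c (chromosome 13, 83504017 to 83667079) was 8.07 ± 1.26 CPM in NF-YA cKO and 267 ± 55.8 CPM in NF-YA fl/fl (SD, n = 3), a log2 fold change of -5.05 (standard error 0.21, FDR = 5.06e-05 from edgeR's quasi-likelihood test). Myog (chromosome 1, 134290004 to 134292548) was at 20.3 ± 10.4 CPM and 999.5 ± 434 CPM, a log2 fold change of -5.62 (standard error 0.54, FDR = 0.000683). Myod1 (chromosome 7, 46376474 to 46379092) did not differ between the genotypes, with 567 ± 58.8 CPM in NF-YA cKO and 601 ± 473 CPM in NF-YA fl/fl, a log2 fold change of -0.08 (standard error 0.49, FDR = 0.908). Its level varied among the NF-YA fl/fl libraries, and its log2 fold change moved from -0.42 without NF-YA fl/fl replicate 2 to 0.78 without NF-YA fl/fl replicate 3, with an FDR from edgeR or its alternatives between 0.00305 and 0.976. The paper's RT-qPCR source data give a log2 ratio of mean levels of -7.13 for Mef2c (6 mice per genotype), -1.15 for Myog (9 mice) and -1.71 for Myod1 (10 mice).

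**Figure D4:**
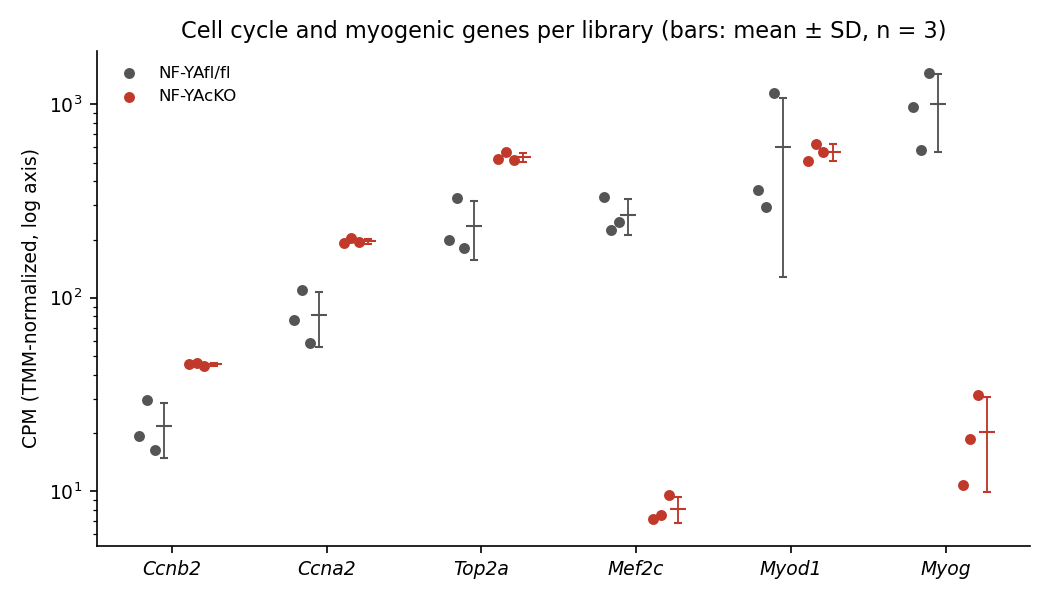
CPM (log axis) of cell cycle genes (Ccnb2, Ccna2, Top2a) and myogenic genes (Mef2c, Myod1, Myog) in each library, NF-YA fl/fl in grey and NF-YA cKO in red, with mean ± SD of 3 libraries beside the points. The genotypes do not overlap except for Myod1, whose NF-YA fl/fl libraries lie on both sides of the NF-YA cKO libraries.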

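Transcripts of 3 inhibitors of cyclin-dependent kinases were measured in the same libraries. Cdkn1a (chromosome 17, 29090979 to 29100722) was at 67.4 ± 6.13 CPM in NF-YA cKO and 394 ± 245 CPM in NF-YA fl/fl (SD, n = 3), a log2 fold change of -2.55 (standard error 0.43, FDR = 0.00465 from edgeR's quasi-likelihood test). It was called in 9 of 13 alternatives, with an FDR of up to 0.0269 when a library was left out. Cdkn1c (chromosome 7, 143458339 to 143461059) was at 2.01 ± 0.458 and 24.3 ± 7.66 CPM, a log2 fold change of -3.58 (standard error 0.30, FDR = 0.000422). Cdkn2a (chromosome 4, 89274473 to 89294619) was lower in every NF-YA cKO library than in every NF-YA fl/fl library, at 7.22 ± 0.793 and 10.2 ± 1.66 CPM, but its log2 fold change of -0.49 (standard error 0.18) did not pass the thresholds (FDR = 0.0678). The transcripts of Cdkn2a were looked at after this result was seen. The count of Cdkn2a sums 2 transcripts that start at different first exons and moved in opposite directions. The transcript whose first exon lies nearer the shared exons (89281986 to 89282192) was at 1.05 ± 0.440 CPM in NF-YA cKO and 5.78 ± 1.50 CPM in NF-YA fl/fl, and the transcript with the upstream first exon (89294334 to 89294653) at 6.17 ± 0.375 and 4.38 ± 0.844 CPM. In both cases the libraries of the genotypes did not overlap (exact permutation test, two-sided, n = 3 per genotype, p = 0.1, the smallest p possible). The transcripts share their other exons, so that their separation rests on RSEM's estimate. The paper's RT-qPCR source data (3 mice per genotype) give a log2 ratio of mean levels of -1.52 for Cdkn1a, -1.77 for Cdkn2a and -3.76 for Cdkn1c. Which Cdkn2a transcript the RT-qPCR measured was not examined, so it is open whether -1.77 compares with the whole gene or with 1 transcript.

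**Figure D5:**
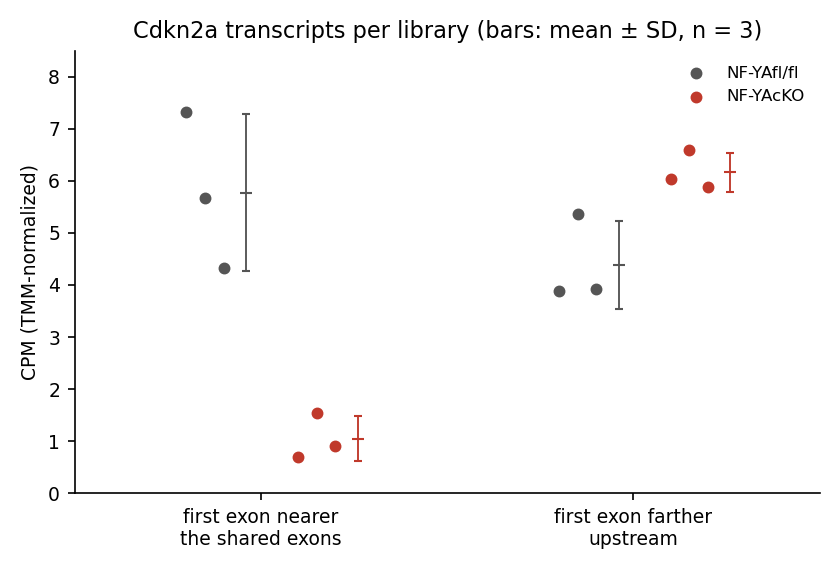
CPM of the Cdkn2a transcripts in each library, NF-YA fl/fl in grey and NF-YA cKO in red, with mean ± SD of 3 libraries. The transcript of the nearer first exon has a mean of 1.05 CPM in NF-YA cKO and 5.78 CPM in NF-YA fl/fl, and the other one 6.17 and 4.38 CPM.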

The transcription of the cell cycle inhibitors (CDKIs) *Cdkn1A* (p21), *Cdkn2A* (p16), and *Cdkn1C* (p57), which are important in the control of proper myogenic progression, decreased in cKO *versus* control cells. Taking into consideration the reduction of Pax7+/MyoD− SCs in uninjured NF-YA^cKO^ muscles (Fig. 4e), we further investigated the mRNA levels of genes implicated in quiescence and self-renewal processes (Supplementary Fig. 3a). 

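Spry1 (chromosome 3, 37639947 to 37644599) was at 9.63 ± 2.24 CPM in NF-YA cKO and 33.5 ± 10.0 CPM in NF-YA fl/fl (SD, n = 3), a log2 fold change of -1.80 (standard error 0.26, FDR = 0.00258 from edgeR's quasi-likelihood test). It was called in 11 of 13 alternatives. The log2 ratio of mean levels in the paper's RT-qPCR source data is -1.56 for this gene (5 mice per genotype).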

The expression of Sprouty1 (Spry1), which is required for SCs self-renewal and is downregulated during proliferation, significantly decreased in NF-YA^cKO^ compared to NF-YA^fl/fl^ primary myoblasts. Similarly, transcript levels of Notch1 and HeyL, whose knock out decreases the number of quiescent SCs in postnatal adult muscle^22,23^, dropped in NF-YA^cKO^. 

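Notch1 (chromosome 2, 26457902 to 26503822) fell from 94.0 ± 32.9 CPM in NF-YA fl/fl to 40.8 ± 5.09 CPM in NF-YA cKO (SD, n = 3), a log2 fold change of -1.20 (standard error 0.24, FDR = 0.00887 from edgeR's quasi-likelihood test). Notch1 lost its call whichever library was left out, with an FDR of up to 0.0363 or a log2 fold change of -0.88. Heyl (chromosome 4, 123233556 to 123249870) fell from 17.1 ± 3.19 to 2.17 ± 0.795 CPM, a log2 fold change of -2.97 (standard error 0.30, FDR = 0.000849). The corresponding log2 ratios in the paper's RT-qPCR source data are -1.45 for Notch1 and -3.45 for Heyl (5 mice per genotype).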

We also analyzed the expression of NF-Y subunits: despite not significant, NF-YA decrease was concomitant to a transcriptional upregulation of the NF-YB and NF-YC genes, as shown in other conditional NF-YA knock-out mouse models because of the negative transcriptional feedback existing between NF-Y subunits^24–26^ (Supplementary Fig. 3b). 

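In the RNA-seq libraries the whole Nfya gene, with the deleted transcript included, did not differ between the genotypes, at 27.5 ± 0.874 CPM in NF-YA cKO (SD, n = 3), a log2 fold change of -0.06 (standard error 0.18, FDR = 0.814 from edgeR's quasi-likelihood test). Its sign changed among the alternatives, from -0.19 to 0.16. Without the deleted transcript, Nfya was at 19.9 ± 1.88 CPM in NF-YA cKO and 28.7 ± 7.20 CPM in NF-YA fl/fl, without overlap between the genotypes. Nfyb (chromosome 10, 82748700 to 82764151) was at 40.2 ± 0.915 CPM in NF-YA cKO and 20.4 ± 0.827 CPM in NF-YA fl/fl, a log2 fold change of 0.98 (standard error 0.09, FDR = 0.000603). Nfyc (chromosome 4, 120757435 to 120831579) was at 49.8 ± 2.89 and 35.7 ± 2.53 CPM, a log2 fold change of 0.48 (standard error 0.10, FDR = 0.00953). Both were higher in every NF-YA cKO library than in every NF-YA fl/fl library and stayed under the log2 fold change of 1 that the calls require, apart from Nfyb at 1.00 when no filter was applied. The paper's RT-qPCR source data give log2 ratios of mean levels of -0.71 for Nfya (7 mice per genotype), 0.87 for Nfyb and 0.29 for Nfyc (3 mice per genotype). Whether the RT-qPCR of Nfya also measured the deleted transcript was not examined, so -0.71 may not compare with the whole gene.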

The effects of NF-YA KO on the expression levels of p57, Myogenin and NF-YB were confirmed by western blot on total SCs extracts (Supplementary Fig. 3c).

Since the upregulation of CCAAT-genes of cell cycle categories in NF-YA^cKO^ cells was unexpected, we decided to determine whether NF-Y was still recruited on their regulatory regions. 

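Ccnb1 (chromosome 13, 100778739 to 100786486), was at 190 ± 7.90 CPM in NF-YA cKO and 69.1 ± 18.2 CPM in NF-YA fl/fl (SD, n = 3), a log2 fold change of 1.46 (standard error 0.19, FDR = 0.00185 from edgeR's quasi-likelihood test). It was called in 7 of 13 alternatives, with a log2 fold change between 1.28 and 1.66.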

We performed Chromatin IPs (ChIPs) on SCs cultured in the same conditions used for RNA-seq profiling. The binding of NF-YA to promoters of *CcnB*1, *CcnB2* and *TopoIIα* genes was significantly reduced in NF-YA^cKO^ compared to control SCs (Fig. 6c). These results hint that transcriptional activators other than NF-Y could be involved in maintaining active gene expression of cell cycle genes in muscle SCs. Similarly, we checked for NF-Y binding to regulatory regions of *Cdkn1C*, which we previously proved to be a NF-Y target gene^15^. In NF-YA^cKO^ SCs, we did not observe a decrease in NF-YA binding to the canonical promoter but to the CCAAT-box within the 5′UTR, which has a demonstrated transcriptional regulatory function^27^ (Fig. 6d). Moreover, since Myogenin is a critical node that drives myogenesis, we better characterized its regulatory regions. We previously demonstrated that *Myogenin* has a CCAAT-less promoter that coherently is not bound by NF-Y^15^. Three enhancer elements controlling *Myogenin* transcription have been described, E1, E2, and E3, located up to 7 kb from the TSS (Transcription Start Site)^28,29^, with E3 uniquely containing a NF-Y binding site (Supplementary Fig. 3d). ChIP results identified NF-YA binding to the E3 enhancer that significantly decreased in NF-YA^cKO^ cells (Fig. 6e). Among genes directly involved in stem cells quiescence, we analyzed whether NF-Y directly controls Sprouty1, because of its pivotal role in the maintenance of quiescence both in uninjured muscle and in the return to quiescence of SCs during muscle regeneration. NF-Y binding to the inverse CCAAT-box located at about 200 bp from the TSS (Supplementary Fig. 3e) significantly decreased in NF-YA^cKO^ SCs (Fig. 6f).

Overall, the transcriptional profile of NF-YA^cKO^ cells corroborated their impairment in the differentiation program through transcriptional modulation of indirect or direct target genes, such as *Cdkn1C* and *Myogenin*.

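The transcriptional profile behind this conclusion can be followed across the muscle genes. Of a list of 34 genes of terminally differentiated muscle, 32 were tested and all 32 were called lower in NF-YA cKO (median log2 fold change -6.76; camera, two-sided, FDR = 1.29e-93 over 7 lists, range over the alternatives 6.69e-145 to 0.0447). Their mean level was 38.1 ± 14.2 CPM in NF-YA cKO and 1944 ± 225 CPM in NF-YA fl/fl (SD, n = 3). Myh3, the embryonic myosin heavy chain (chromosome 11, 67078273 to 67102291), was at 4162 ± 360 CPM in NF-YA fl/fl and 15.2 ± 8.54 CPM in NF-YA cKO, a log2 fold change of -8.09 (standard error 0.55, FDR = 0.00019 from edgeR's quasi-likelihood test). Mef2d (chromosome 3, 88141941 to 88172091) had a log2 fold change of -1.59 (standard error 0.19, FDR = 0.00131). In contrast, 13 tested genes of a list of early myogenic genes had a median log2 fold change of -0.08 (camera FDR = 0.663) and a mean level of 184 ± 12.0 CPM in NF-YA cKO and 291 ± 78.7 CPM in NF-YA fl/fl. Of the 20 genes in the paper's RT-qPCR panels, all 20 had the sign of the ratio of mean levels in its source data and 12 were called. Counted among the 20 were Myod1 (FDR = 0.908 from edgeR's quasi-likelihood test) and the whole Nfya gene with its deleted transcript (FDR = 0.814). Both were near 0 and changed sign under some alternatives. From the lower expression of differentiation genes and the decrease in NF-YA binding to the regulatory regions of Cdkn1c and Myogenin (Fig. 6d, e), the paper concludes that the transcriptional profile matches the impaired differentiation of NF-YA cKO SCs, through direct and indirect target genes.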

### NF-YA depletion induces DNA damage in SCs

The analysis of larger pathway gene sets (>500 genes) highlighted the activation of GO pathways related to cell death/apoptosis and DNA damage/integrity in NF-YA^cKO^ *versus* NF-YA^fl/fl^ muscle cells (Fig. 7a). 

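In the Reactome sets that stand in for these terms, Double-Strand Break Repair had a median log2 fold change of 0.78 over 21 tested genes, 17 of them above 0 (camera, two-sided, FDR = 7.95e-05 over 17 sets), and 5 of its genes were called higher (Fisher's exact test, two-sided, odds ratio 3.66, p = 0.0215). Homologous Recombination Repair had a median of 0.82 over 16 genes (FDR = 1.47e-05) and 5 genes called higher (Fisher's exact test, odds ratio 5.33, p = 0.00639). The Apoptosis set changed less, with a median of 0.21 over 138 genes, 102 of them above 0 (FDR = 0.00422). Only 6 of its genes were called higher and 2 lower, so that it was not over-represented among the higher genes (Fisher's exact test, odds ratio 0.521, p = 0.148). Intrinsic Pathway for Apoptosis did not pass an FDR of 0.05 (median 0.17 over 34 genes, FDR = 0.12), but did so without a filter (0.0426) and without NF-YA fl/fl replicate 3 (0.0376; range over the alternatives 0.0376 to 0.254). With the inter-gene correlation estimated from the libraries, camera's FDR was 0.0979 for Double-Strand Break Repair (range over the alternatives 9.31e-07 to 0.0979), 0.0979 for Homologous Recombination Repair (9.24e-08 to 0.0979) and 0.212 for Apoptosis (0.000277 to 0.212). The over-representation of Double-Strand Break Repair was lost in each fit without a NF-YA cKO library, with a p of up to 0.318 from Fisher's exact test.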

In particular, G2, intra-S, and mitotic-G2 DNA damage checkpoint signatures were retrieved (Fig. 7b). 

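Among the Reactome checkpoint sets, G2/M Checkpoints had a median log2 fold change of 1.03 over 53 tested genes, 51 of them above 0 (camera, two-sided, FDR = 1.02e-14 over 17 sets), and 26 of the 53 were called higher in NF-YA cKO. Activation of ATR in response to replication stress had a median of 1.07 over 37 genes, with 21 called higher (FDR = 1.67e-14). G2/M DNA damage checkpoint, a set of 18 genes, had a median of 0.54, with 17 genes above 0 and 4 called higher (FDR = 0.000205; Fisher's exact test, two-sided, odds ratio 3.34, p = 0.0488). G1/S DNA Damage Checkpoints rose by a median of 0.31 over 58 genes (FDR = 0.000924), with 1 gene called higher and 1 lower. Camera with the estimated correlation gave an FDR of 0.0584 for G2/M Checkpoints (range over the alternatives 3.86e-21 to 0.0584) and for G2/M DNA damage checkpoint (3.57e-06 to 0.0584). It gave 0.0814 for the ATR set (range over the alternatives 1.56e-20 to 0.0814) and 0.361 for the G1/S set (1.94e-05 to 0.361). The odds ratio of G2/M DNA damage checkpoint ranged from 0 to 3.88 when each library was left out, and passed p = 0.05 in Fisher's exact test in 1 of these 6 fits. In the 4 alternatives that kept all libraries it was 3.57 to 4.60, with p from 0.0102 to 0.0402 in the same test. Any genes that the checkpoint sets share with Cell Cycle or DNA Replication, which also rose, were not set aside. These tests therefore cannot tell a response to DNA damage from the general rise of cell cycle genes.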

By RT-qPCRs we validated deregulated transcription levels of selected genes, such as *Mre11a* and *Rad51*, involved in homologues recombination (HR) generally restricted to the S and G2 phases, *Brca1* that belongs to the DNA damage response process (DDR), *Birc5* and *Bcl2l2* that participate to the apoptotic pathway (Fig. 7c).

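In the RNA-seq libraries Brca1 (chromosome 11, 101488761 to 101551955) was at 62.9 ± 3.61 CPM in NF-YA cKO and 26.5 ± 9.03 CPM in NF-YA fl/fl (SD, n = 3), a log2 fold change of 1.24 (standard error 0.24, FDR = 0.00713 from edgeR's quasi-likelihood test), and Birc5 (chromosome 11, 117849237 to 117855743) at 77.1 ± 4.29 and 28.3 ± 8.34 CPM, a log2 fold change of 1.44 (standard error 0.21, FDR = 0.00282). Both were called higher, and in 7 of 13 alternatives, with a largest FDR of 0.0501 and 0.0303 from limma on log2(TPM + 0.1). Mre11a (chromosome 9, 14784654 to 14837125) rose from 45.0 ± 2.66 to 73.1 ± 3.74 CPM, a log2 fold change of 0.70 (standard error 0.09, FDR = 0.00189). Bcl2l2 (chromosome 14, 54883366 to 54890858) fell from 45.9 ± 4.87 to 27.3 ± 0.245 CPM, a log2 fold change of -0.75 (standard error 0.11, FDR = 0.00261). Mre11a and Bcl2l2 passed the FDR threshold but not the log2 fold change of 1. For all 4 genes the libraries of the genotypes did not overlap. The log2 ratios of mean levels in the paper's RT-qPCR source data (5 mice per genotype) are 1.18 for Mre11a, 1.44 for Brca1, 1.90 for Birc5 and -1.02 for Bcl2l2.

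**Figure D6:**
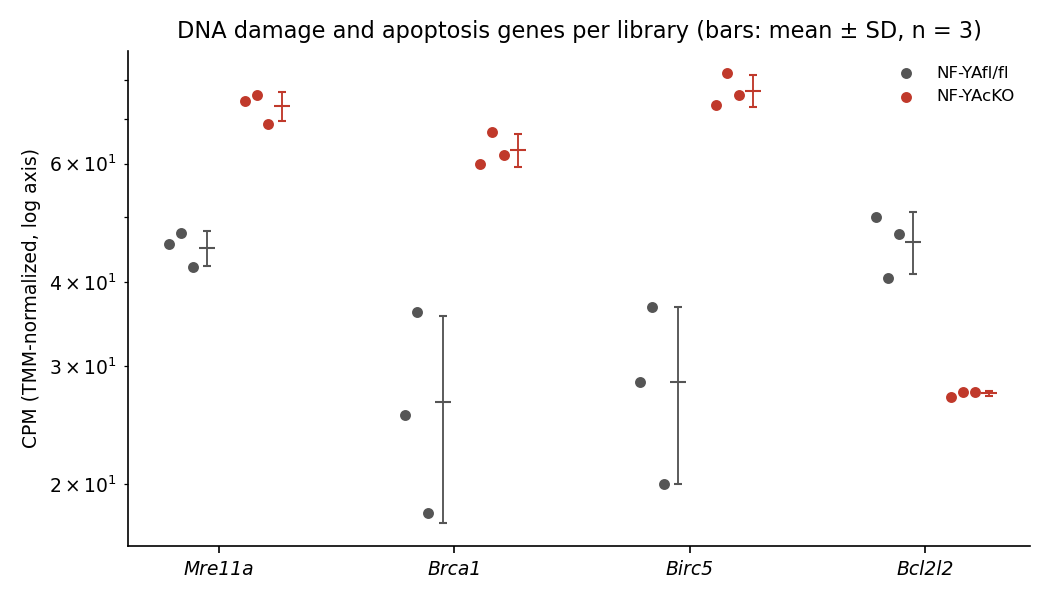
CPM (log axis) of Mre11a, Brca1, Birc5 and Bcl2l2 in each library, NF-YA fl/fl in grey and NF-YA cKO in red, with mean ± SD of 3 libraries. The first 3 genes are higher and Bcl2l2 is lower in every NF-YA cKO library.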

**Fig. 7:**
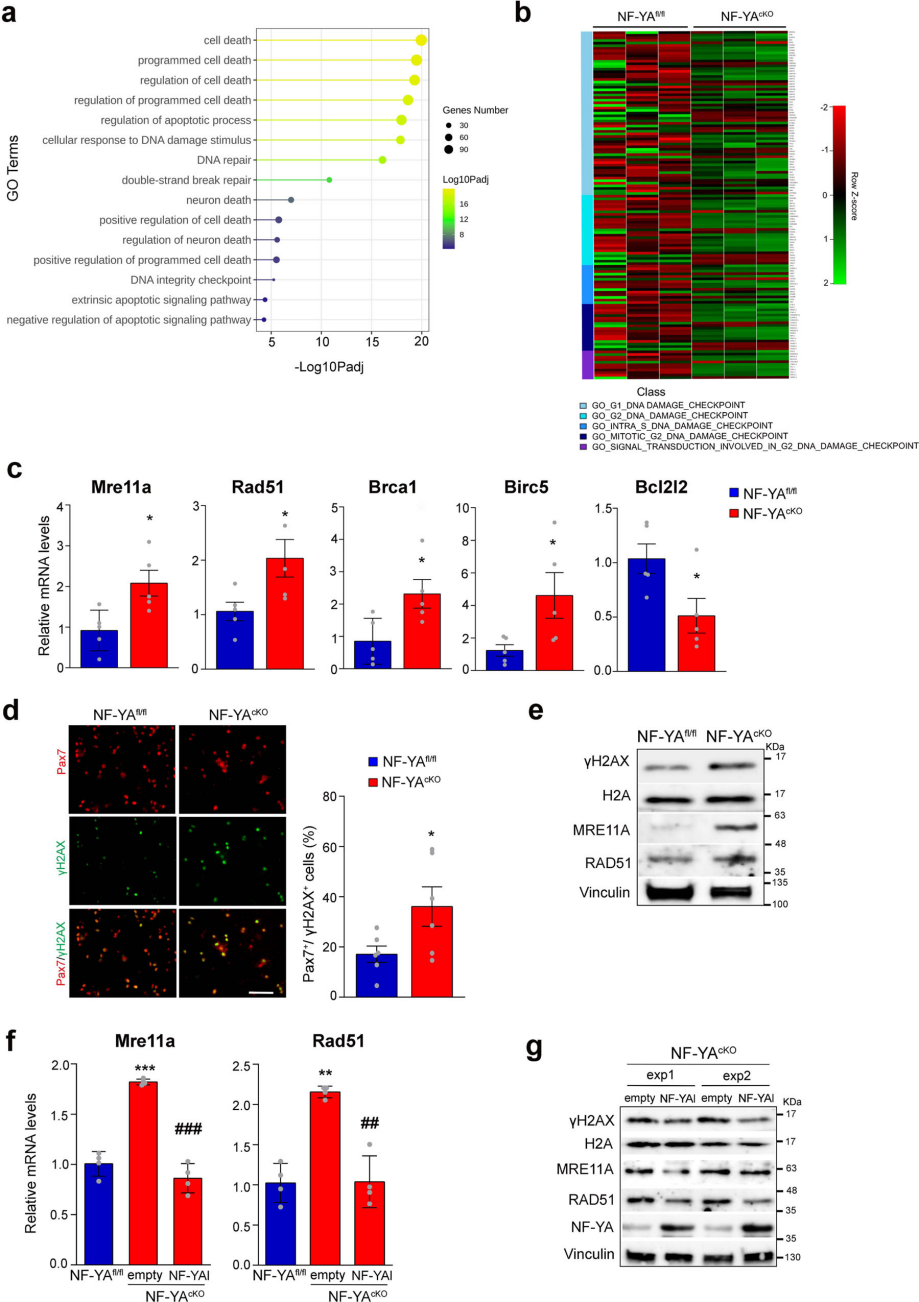
NF-YA depletion activates a DNA damage signature in satellite cells. **a** Enriched upregulated GO terms (>500 genes) related to cell death/apoptosis and DNA damage/integrity processes in NF-YA^cKO^ *versus* NF-YA^fl/fl^ SCs. Circles are colored by adjusted *p* value (degree of enrichment) and their size commensurate with the number of genes belonging to the relative term. **b** Heatmaps showing expression of MSigDB genes of DNA damage checkpoints among samples. High expressed genes are highlighted in green, whereas low expressed genes in red. **c** Relative mRNA levels measured by RT-qPCR analysis of the indicated genes in SCs isolated from NF-YA^cKO^ versus NF-YA^fl/fl^ mice. Data represent mean ± s.d. (two-tailed unpaired *t*-test: *Mre11a* *p* = 0.0172, *Rad51* *p* = 0.0345, *Brca1* *p* = 0.0274, *Birc5* *p* = 0.0476, *Bcl2l2* *p* = 0.0370; *p < 0.05, *n* = 5 mice). **d** Immunofluorescence (left panel) images and quantification of γH2AX + cells calculated as proportion on Pax7+ cells (right panel) in proliferating SCs cultures isolated from NF-YA^fl/fl^ and NF-YA^cKO.^ Data represent mean ± s.d. (two-tailed unpaired *t*-test: *p* = 0.0494; *p < 0.05, *n* = 6 mice). Scale bar: 100 µm. **e** Western blot analysis of DDR markers in whole-cell extracts of NF-YA^fl/fl^ and NF-YA^cKO^ isolated SCs. Total histone H2A and Vinculin were used as loading control. *n* = 3 experiments. **f** Relative transcript levels by RT-qPCR analysis of the *Mre11* and *Rad5*1 genes in NF-YA^fl/fl^ and NF-YA^cKO^ SCs transduced with empty or NF-YAl lentiviral particles. Data represent mean ± s.d. (one-way ANOVA: Mre11a *F*(2,9)=86.44 *p* < 0.0001; Rad51 *F*(2,9)=30.08 *p* = 0.0001. **p < 0.05, ***p < 0.01 vs NF-YA^fl/fl^; ^##^*p* < 0.05, ^###^*p* < 0.001 vs empty). **g** Western blot analysis of DDR markers in NF-YA^cKO^ empty and NF-YAl-transduced satellite cells from two independent experiments (exp1 and exp2). Total histone H2A and Vinculin were used as loading control. *n* = 3 experiments.

Taking into consideration that NF-YA loss induces DNA damage in other cell types^30^ and DNA damage affects the differentiation process^31,32^, we investigated whether the accumulation of DNA damage can be one of the causes of impaired differentiation in NF-YA^cKO^ cells. We used S139-phosphorylated histone H2AX (γH2AX) as a marker of double-strand breaks (DSBs)^33^. In growth conditions, we observed a higher number of γH2AX+/Pax7+ cells in NF-YA^cKO^ cultures (Fig. 7d). Moreover, western blot analysis of total extracts from NF-YA^cKO^ compared to NF-YA^fl/fl^ SCs corroborated an increase in the expression of γH2AX, as well as of MRE11A and RAD51 (Fig. 7e). Interestingly, the transduction of NF-YA^cKO^ cells with NF-YAl-lentiviral particles decreased *Mre11a* and *Rad51* transcriptional activation (Fig. 7f), which reflects on protein levels (Fig. 7g). We concomitantly observed γH2AX protein to be reduced as well (Fig. 7g).

Therefore, our data demonstrate that NF-YA loss triggers DNA damage in proliferating adult muscle stem cells.

## Discussion

The activity of NF-Y has been extensively associated to cell cycle progression and proliferation through the binding and direct transcriptional activation of target CCAAT-containing genes. Thus, it is not surprising that NF-YA, the DNA binding subunit of the complex, is highly expressed in proliferating cells, among which stem cells, and declines during differentiation. The CCAAT box is one of the most overrepresented cis-regulatory elements in human and mouse ESCs and NF-Y is necessary for their survival and proliferation^12,34,35^. Jothi’s work recently highlighted that NF-YA depletion in mouse ESCs leads to altered structural architecture and correct positioning of the transcriptional machinery at CCAAT-promoters and hence gives rise to ectopic transcripts^36^.

Also in the skeletal muscle, active NF-Y ensures myoblasts proliferation and it then becomes inactive during differentiation through NF-YA downregulation^13^. In neonatal cardiomyocytes, characterized by regenerative ability after injury, NF-YA has been recently identified as the TF that, together with NFE2L1, efficiently induces cell proliferation and survival^37^.

Another mechanism controlling NF-Y activity during proliferation/differentiation processes relies on NF-YA splice variants, NF-YAs and NF-YAl. In human hematopoietic stem cells and mouse ESCs, the major NF-YA isoform expressed in proliferating conditions is the shorter one, therefore NF-YAs has been pointed out as the stem splice variant^12,17,38^. A switch from NF-YAs to NF-YAl occurs during differentiation of ESCs and the expression of NF-YAs in immature c-kit+ bone marrow cells declines rapidly with terminal myeloid differentiation^12,17,38^.

All together, these data suggest that NF-Y activity is high in mitotic cells and declines during differentiation through NF-YA regulation. Despite this, NF-Y expression and activity are critical for the homeostasis of post-mitotic cells, such as mature neurons of adult mouse brain^24^ and postnatal differentiated mouse hepatocytes^25^ or adipocytes^39^.

Our results indicate that, in adult skeletal muscle, NF-YA is expressed by SCs but not in the nuclei of mature myofibers. Differently from what expected, muscle SCs express NF-YAl and not NF-YAs, as generally observed in stem cells^12,17^. The dynamics of NF-YA expression, high in proliferating and low in differentiating SCs, suggested that NF-Y activity could be required for stem cell proliferation rather than differentiation. Despite this prediction based on NF-YA expression profile, here we described how NF-YA-depleted SCs are impaired in the differentiation process.

Through the generation of a conditional NF-YA^cKO^ mouse model, in which NF-Y loss of function is exclusively induced in Pax7+ muscle cells, we investigated the fate of SCs in uninjured and injured muscle conditions. Uninjured muscles from NF-YA^cKO^ mice experience a decline in SCs pool (~40%), caused at least in part by the activation of apoptotic cell death. Time course analysis of isolated myofibers allowed us to better understand naturally occurring activation and differentiation of SCs when retained within their microenvironment. NF-YA^cKO^ cells are spontaneously activated and are quickly committed to early differentiation state. However, they are delayed in subsequent steps, as demonstrated by the lower number of MyoD−/MyoG+ cells and the higher number of MyoD+/MyoG−, compared to NF-YA-expressing SCs after 3 days from their activation (Fig. 4h).

Impaired differentiation ability of NF-YA^cKO^ SCs is consistent with the delayed regenerative response observed in NF-YA^cKO^ mice following muscle injury (Fig. 1). Indeed, after 60 days post-injury, cKO muscles still show reduced CSA and a significant increase in centrally nucleated myofibers.

To better understand which is the role of NF-Y in SCs biology, we isolated muscle stem cells and we analyzed cell cycle progression and differentiation in vitro. Despite surviving NF-YA^cKO^ SCs seem to actively replicate, we observed defects in cell expansion and differentiation, associated to impaired transition from a MyoD+/MyoG+ state to a more differentiated MyoD−/MyoG+ state. Even when allowed to reach the confluence, the cells cannot activate the differentiation program efficiently (Fig. 5).

Recent Mantovani’s work comes in support to the hypothesis that in muscle cells the differentiation process does not depend only on NF-YA downregulation^13^, as previously demonstrated, but also on the specific NF-YA variant^16^. CRISPR-Cas9 forced deletion of exon3, which leads to NF-YAl KO and NF-YAs expression, does not result in proliferation defects but in evident differentiation impairment in C2C12 cells^16^. Besides, our previous results demonstrated that stable overexpression of NF-YAl enhances the differentiation of immortalized myoblasts that activate a specific differentiation signature, which includes *Cdkn1C* and *Mef2D* direct transcriptional upregulation^15^. All these data are consistent with our findings that NF-YAl-depleted SCs show defects in differentiation.

RNA-seq profiles of SCs isolated from NF-YA^cKO^ muscles allowed the identification of the transcriptional effects induced by NF-YA loss (Fig. 6). Cell cycle and proliferation-related terms increased following NF-YA KO, while muscle cell differentiation and skeletal muscle development categories severely decreased. The tight correlation between proliferation and differentiation processes does not allow to clearly distinguish whether the increase in cell cycle categories can be ascribed to a delay in the differentiation transcriptional program or vice versa. Surprisingly, the reduction of NF-Y binding does not affect cell cycle genes transcription, which even increases in NF-YA^cKO^ cells, and therefore it seems dispensable for proliferation of muscle progenitor cells. In opposition, lowered NF-Y recruitment to 5′-UTR *Cdnk1c* and *Myogenin* E3 enhancer, regulatory regions of key genes controlling early steps of muscle differentiation, could be one of the reasons of impaired differentiation of SCs into myotubes (Fig. 5). The identification of NF-Y binding to Myogenin enhancer region can finally explain why forced NF-YAl expression strongly push immortalized myoblasts towards differentiation, even in growth culture conditions^15^. That NF-Y could regulate muscle differentiation by controlling a distal regulatory element is in agreement with R. Jothi’s work in mouse ESCs: gene ontology analysis identified housekeeping functions, such as cell cycle and proliferation, as categories enriched among proximal NF-Y target genes, and genes related to embryonic development, particularly skeletal system and neuron development, among those targeted by distal NF-Y sites^35^.

Further RNA-seq analysis identified GO categories related to DDR (Fig. 7). We speculate that the aberrant cell cycle progression, associated to faster DNA replication, can induce DNA damage in cultured SCs. This is consistent with our previous observations in cultured cells: NF-YA RNAi increases the overall velocity of replication forks and fork asymmetry, suggesting the occurrence of fork stalling. This eventually triggers DNA damage and cell cycle arrest^40^.

An intimate relationship exists between DNA replication, DNA damage, and terminal muscle differentiation: the activation of DNA damage response in replicative senescent cells or following the exposure of muscle cells to genotoxic stress interferes with the activation of the myogenic program^32,41^. Therefore, it is likely that DDR activation caused by NF-YA loss could induce the differentiation checkpoint and inhibit terminal differentiation.

Overall, we provide evidence that NF-YA expression, and hence NF-Y activity, guarantees the survival of muscle stem cells and their efficient progression from a committed to a fully differentiated state (Fig. 8). Our findings highlight how a well-known cell cycle transcriptional regulator can be repurposed in activated stem cells to carry out key functions during myogenic differentiation.

**Fig. 8:**
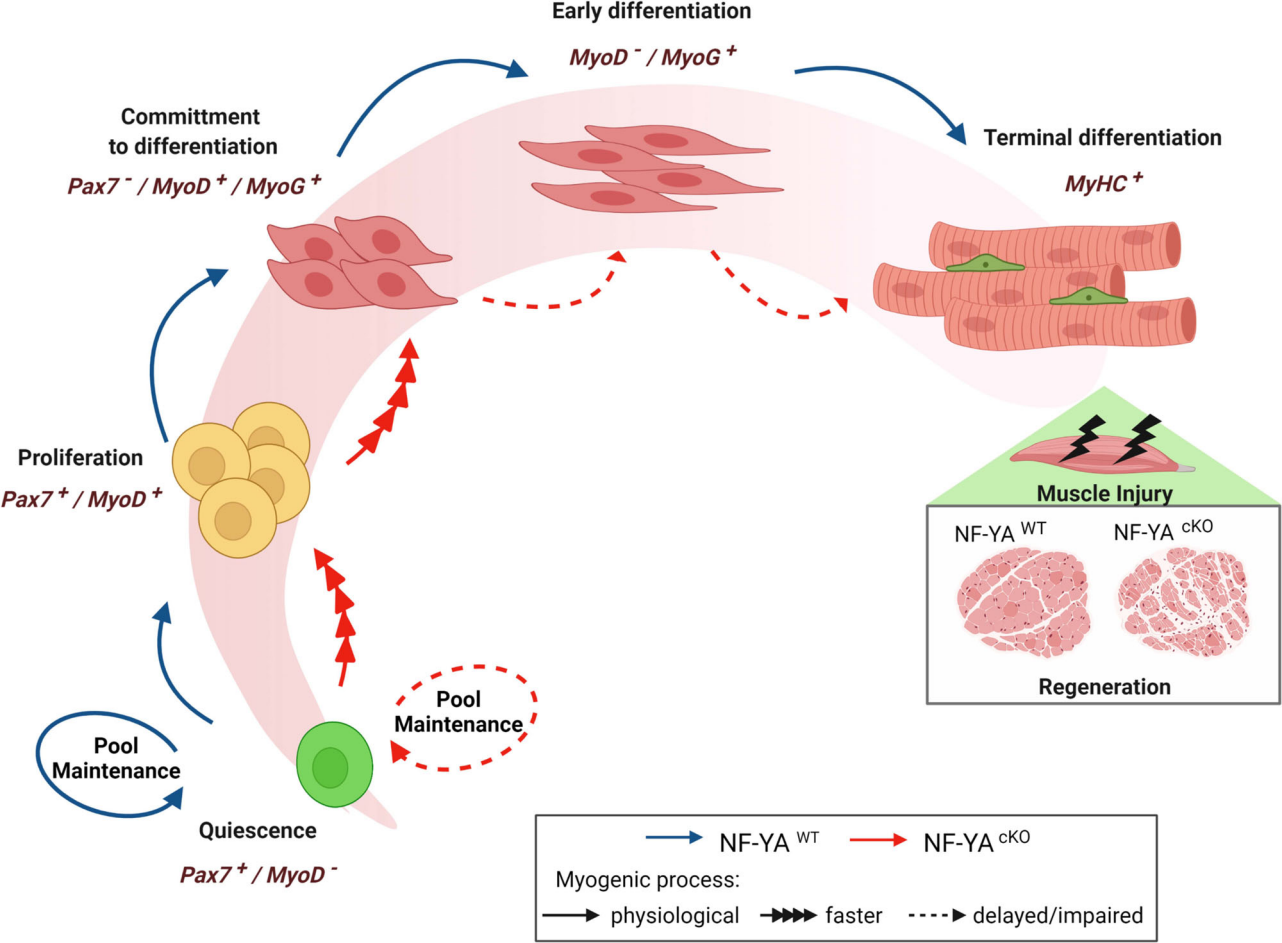
Model for NF-Y role in skeletal muscle stem cells. Comparison between myogenic progression of SCs expressing physiological or reduced NF-YA levels (blue lines = NF-YA^WT^; red lines = NF-YA^cKO^). Quiescent SCs that survive to NF-YA loss (NF-YA^cKO^) are quickly activated and committed to early differentiation; nevertheless, they cannot accomplish terminal differentiation. This finally affects muscle regeneration following injury in NF-YA^cKO^ mice. The predominant phases and related markers involved in early and late stages of SCs differentiation are indicated. Created with BioRender.com.

## Methods

### Mice and animal care

All animal experiments were carried out in compliance with national ethical regulations on the protection of animals used for scientific purposes (Italian decree no. 26 dated 04/03/2014 acknowledging European Directive 2010/63/EU). Animal procedures and protocols were approved and authorized by National Institute of Health (Ministero della Salute) (n. 404/2015-PR and no. 699/2019-PR). All the experiments involving animals were approved and supervised by the Institutional Animal Care Committee (Organismo Preposto al Benessere Animale –OPBA- University of Modena and Reggio Emilia). The Pax7-CreER^T2^ mice were kindly provided to G.M. by Prof. Shahragim Tajbakhsh, Institut Pasteur, Paris^19^. NF-YA^fl/fl^ mice were a gift from Nobuyuki Nukina’s laboratory at Juntendo University Graduate School of Medicine (Tokyo, Japan). The NF-YA^fl/fl^ mice were bred with the Pax7-CreER^T2^ mice to generate NF-YA^fl/fl^;Pax7-Cre ER^T2^ mice, which were used as muscle SCs-specific NF-YA knockout mice (NF-YAc^KO^). All animals were housed at controlled temperature and humidity on a 12 h light-dark cycle and provided water and food ad libitum. Mice were genotyped by PCR of ear DNA using genotyping Kit Phire Animal Tissue (#F140WH, Thermo Fisher Scientific) according to the manufacturer’s instructions. Primers sequences used for genotyping are described in Supplementary Table 1.

### In vivo treatment

Tamoxifen (#T5648, Merck KGaA) was dissolved in corn oil (#C8267, Merck KGaA) at the concentration of 20 mg/ml and male mice of 6–8-weeks old were injected intraperitoneally (0,1 mg/g of body weight) daily for 5 consecutive days to induce Cre-mediated deletion. Muscles of NF-YA^cKO^ and relative NF-YA^fl/fl^ control were harvested after 7 days from the last tamoxifen injection. To induce muscle injury, 20 µl of 10 µM Cardiotoxin (#L8102, Latoxan) dissolved in PBS was injected intramuscularly into TA muscles the day after the last Tamoxifen injection. TA muscles were collected from euthanized mice at 5, 15, 25 or 60 days post injury for histological and molecular analyses. The contralateral TA muscles were used as control for molecular analysis. To analyze cell proliferation, NF-YA^cKO^ and NF-YA^fl/fl^ mice were injected intraperitoneally with EdU (5 mg/kg, #C10086 Thermo Fisher Scientific) 24 h before the sacrifice.

### SCs isolation and culture

SCs were isolated from NF-YA^fl/fl^ and NF-YA^cKO^ 6–8-weeks-old mice. Hindlimb muscles were dissected, mechanically cut and enzymatically digested for 1 h at 37 °C in DMEM medium containing 0.2% Collagenase I (#C0130, Merck KGaA) plus 1% Penicillin/Streptomycin. Digested muscles were mechanically disaggregated by 18-gauge needle and resuspended in manipulation medium (DMEM, 2% FBS, 1% Penicillin/Streptomycin). Cell suspension was filtered through 70 µm and 40 µm strainers, washed with manipulation medium and centrifuged for 5 min at 500 × *g*. SCs were then isolated using Satellite Cell Isolation Kit (#130-104-268, Miltenyi Biotec), by depletion of non-target cells through magnetical labeling with a cocktail of monoclonal antibodies (CD31, CD45, CD11b and Sca1) conjugated with MACS microbeads. NF-YA^fl/fl^ and NF-YA^cKO^ cells were then counted and the same number was plated on Matrigel-coated (#354248, Corning) petri with growth medium (40% DMEM, 40% HAM’s F12, 20%FBS, 1% Penicillin/Streptomycin, 2.5 ng/ml human FGF-2 (#130-104-924 Miltenyi Biotec) at 37 °C, 5% CO_2_. Cells were collected for analysis 4 days after plating. To analyze cell differentiation, growth medium was replaced with differentiation medium (DMEM, 5% horse serum, 1% Penicillin/Streptomycin) and the cells were incubated for 1, 3 or 5 days, as described in the text. To achieve the confluence, NF-YA^cKO^ cells were allowed to grow for additional 2 days or were plated at higher density with respect to NF-YA^fl/fl^.

### Lentivirus transduction

Transient overexpression of NF-YAl was obtained by SCs transduction with lentiviral particles (50 MOI) for 48 h. The cDNA of NF-YAl was cloned via SmaI/SalI sites into SmaI/SalI pCCL minCMV-eGFP/hPGK-deltaLNGFR vector backbone (kind gift of Vincenzo Zappavigna, University of Modena and Reggio Emilia and Vania Broccoli, San Raffaele Scientific Institute, Milan). The resulting construct was then sequenced and used for lentiviral production. Lentiviral supernatants expressing empty vector and NF-YAl were prepared by transfecting HEK293T packaging cells as previously described^15^. Briefly, pCCL vector plasmids (20 μg) and second generation packaging plasmids (5 μg of pMD2-VSVG and 15 μg of pCMV R8.91) were cotransfected into HEK293T cells. Lentivirus-containing supernatant was collected 24 h after transfection, centrifuged at 1700 × *g* to remove cell debris for 5 min, 0.45 μm-filtered and frozen at −80 °C until use.

### SCs sorting

SCs (myoblasts) were isolated from NF-YA^fl/fl^ and NF-YA^cKO^ mice as described in Rossi et al.^42^. Basically, muscles were dissected, mechanically cut, and enzymatically digested at 37 °C with a solution of Collagenase I (100 mg/ml, Merck KGaA), Dispase (500 mg/ml, Gibco), and DNase I (100 mg/ml, Roche) in PBS (Merck KGaA). Undigested tissue was precipitated for 5 min, the supernatant centrifuged for 5 min at 1200 × *g* and cell pellet resuspended and blocked with 10% donkey serum (Merck KGaA) in PBS for 15 min at room temperature (RT). Cells were incubated 30 min on ice with primary antibody detecting SM/C-2.6 antigen, biotinylated, 1:200^43^. After extensive washes, cells were incubated with Streptavidin-APC (BD Pharmingen, 1:500) and CD45-FITC (Rat Anti-Mouse, 30-F11, BD Pharmingen, 1:100), 20 min on ice. The cells were washed again and sorted with a FACS Aria cell sorter (Beckman).

### Isolation and culture of single myofibers

For single myofiber isolation, the EDL muscle was dissected tendon to tendon from 6- to 8-weeks-old mice and enzymatically digested in DMEM medium supplemented with 0,2% Collagenase I (#C0130, Merck KGaA) at 37 °C for 1 h. Post digestion, single myofibers were released by trituration with heat-polished glass Pasteur pipettes in manipulation medium (DMEM, 2% FBS, 1% Penicillin/Streptomycin). Floating fibers were fixed in 4% PFA after isolation (day 0, d0) or cultured in 2.0 ml tubes with no conical bottom (Eppendorf) in growth medium (40% DMEM, 40% HAM’s F12, 20% FBS, 1% Penicillin/Streptomycin, 2.5 ng/ml human FGF-2 (#130-104-924 Miltenyi Biotec) for 1 (d1), 2 (d2) and 3 days (d3).

### Immunofluorescence and histology

TA muscles were isolated from tendon to tendon, included in OCT and rapidly passed in liquid nitrogen-cooled isopentane for 1 min and left at −80 °C until processed. For histology and immunofluorescence analysis, 10-μm thick cross sections were cut on a cryostat (Leica). For the assessment of muscle morphology sections were stained with H&E (#460511-446644, Carlo Erba), according to standard protocols. Trichrome staining was performed by fixing sections with Bouin’s solution (#429751, Carlo Erba) for 1 h and following procedures as described in ref. ^44^. For immunofluorescence analysis, sections were fixed for 20 min with 10% Formalin Solution (#HT5014, Merck KGaA) (except for eMyHC staining that does not require fixation), rinsed three times with PBS for 5 min, permeabilized in methanol at −20 °C for 6 min and further rinsed two more times with PBS. For Pax7 detection, sections were subjected to the antigen unmasking treatment by boiling for 15 min in 0.01 M Na-Citrate pH 6 solution. After letting them cool, sections were blocked with PBS/4% BSA for 2–3 h, and then incubated with primary antibodies in PBS/4% BSA over-night at 4 °C. After two washes with PBS, sections were incubated with secondary antibodies (1:500, AlexaFluor Thermo Fisher Scientific) and DAPI in PBS-4% BSA (only for Pax7 this passage was preceded by the incubation with Biotin-conjugated anti-mouse IgG (1:1000, Jackson Immuno Research) in PBS/4% BSA for 45 min). For EdU and Tunel detection, Click-iT EdU cell Proliferation Kit Alexafluor 488 (Thermo Fisher Scientific) and In Situ Cell Death Detection Kit, Fluorescein (Roche) were used according to the protocol from manufacturer, respectively. After two washes with PBS, sections were mounted with mowiol. Immunofluorescences on single fibers were performed in suspension. Single myofibers were fixed for 10 min with 10% Formalin Solution (#HT5014, Merck KGaA) and washed twice with PBS. Fixed myofibers were permeabilized with PBS/0,2% Triton/50 mM NH4Cl for 10 min at RT. Myofibers were washed, blocked with PBS/2% Horse serum (Thermo Fisher Scientific) for 1 h. Primary antibodies were incubated in blocking mix over-night at 4 °C. After three washes with PBS, myofibers were incubated for 1 h with secondary antibodies (1:500, AlexaFluor Thermo Fisher Scientific) and DAPI, washed three times with PBS and mounted on slides with mowiol. Immunofluorescences on cultured SCs were performed by fixing cells for 10 min with 10% Formalin Solution (HT5014, Merck KGaA) and washed twice with PBS. The cells were then permeabilized with PBS/0,05% Triton for 10 min at RT and blocked with PBS/BSA 1% (Merck KGaA) for 1 h. Primary antibodies were incubated in blocking mix over-night at 4 °C in a humid chamber. After three washes with PBS, the cells were incubated for 1 h with secondary antibodies (1:500, AlexaFluor Thermo Fisher Scientific) and DAPI, washed three times with PBS and mounted on slides with mowiol. The following primary antibodies and dilutions were used: rabbit anti-NF-YA (1:100, Thermo Fisher Scientific), rabbit anti-NF-YA (H-209), (1:100, sc-10779 Santa Cruz Biotechnology), rabbit anti-laminin (1:500, ab11575 Abcam), mouse anti-Pax7 (1:100, DSHB), mouse anti-MyHCII (MF20) (1:2, DSHB), mouse anti-eMyHC (1:50, DSHB), rabbit anti-MyoD (C-20) (1:100, sc-304 Santa Cruz Biotechnology), rabbit anti-MyoD (M-318) (1:100, sc-760 Santa Cruz Biotechnology), rabbit anti-Myogenin (M-225) (1:100, sc-576 Santa Cruz Biotechnology), mouse anti-Myogenin (1:100, M3559 Dako), anti-phospho(S139)-H2AX (1:200, #2577 Cell Signaling), rabbit anti-cleaved Caspase- 3 (D175) (1:200, #96615 Cell Signalling).

For EdU and Tunel detection, Click-iT EdU cell Proliferation Kit Alexafluor 488 (#C10086 Thermo Fisher Scientific) and In Situ Cell Death Detection Kit, Fluorescein (Roche) were used according to the manufacturer’s protocol, respectively. Images were acquired using a Zeiss AxioSkop 40 fluorescence microscope and EVOS M5000 (Thermo Fisher Scientific) equipped with ×10 and ×20 magnification objective. CSA and infiltrated area were analyzed by ImageJ software.

### Cell cycle and proliferation analysis

Isolated SCs or EDL myofibers were treated with EdU (10 μM, Thermo Fisher Scientific) for 2 or 20 h, respectively. For EdU detection, cells or myofibers were fixed with 3.7% PFA, washed with PBS and stained with the chemical reaction mix provided by Click-iT EdU Cell Proliferation Assay kit (#C10086 Thermo Fisher Scientific). The cells were then immunostained with primary and secondary antibodies, as described above. Flow cytometric cell cycle analysis was performed after collecting cells by centrifugation, washed with PBS, and resuspended in 400 µL of PI solution (0.1%, Triton, 3.4 M Na citrate, 50 µg/mL Propidium Iodide). After 30 min of incubation, cells were analyzed for DNA content using cytofluorimeter (Beckman coulter)^45^.

### RT-qPCR

RNA was extracted from cells by using Ripospin II mini Kit (GeneAll), according to the manufacturer’s protocol. For cDNA synthesis, 500 ng of RNA was retrotranscribed with PrimeScript RT Reagent Kit (TAKARA). Quantitative RealTime PCR was performed with SsoAdvanced Universal SYBR Green Supermix (Biorad) using Biorad CFX connect thermocycler. Oligonucleotides used were designed to amplify 100–200 bp fragments: sequences are listed in Supplementary Table 2. The relative quantification of gene expression was calculated with the formula 2–(ΔΔCt) and normalized on the housekeeping gene Rps15.

### RNA sequencing

RNA was quantified using Nanodrop (Thermo Fisher Scientific, Waltham, Massachusetts, USA) and quality assessment was performed by Bioanalyzer RNA 6000 nano kit (Agilent Technologies, Santa Clara, California, USA). RNAseq libraries were obtained starting from 500 ng of total RNA following Illumina TruSeq Stranded Total RNA preparation protocol. Sequencing was performed using Illumina NextSeq high-output cartridge (2 × 75).

### RNA-seq data analysis

Raw data were aligned to mouse transcriptome (mm10) through bowtie2^46^. Gene expression was quantified with RSEM 1.3.1^47^. Genes with more than 10 counts in at least two samples were kept. DESeq2 1.38 R package was employed to normalize read counts and to compute differentially expressed genes; genes with FDR < 0.01 and which Log2FC was either >1 or <−1 were considered significant. Over-represented TFs motifs in the promoter (defined as −450/+50 bp near TSS) of up- and downregulated genes were estimated with Pscan^48^, employing non-redundant JASPAR 2018 set of matrices. Enriched GO Terms and Pathways, in the two gene lists, were computed by KOBAS 3.0 set for Fisher exact Test and Benjamini and Hochberg *p*-value correction^49^. Resulted GO Terms and Pathways with adjusted *p*-value lower than 10^−5^ were considered significant. Besides, to stand up mostly meaningful categories we discarded enriched GO Terms with background genes number higher than 500.

### Immunoblots

Whole-cell protein extracts were prepared by resuspending cells into 1X SDS sample buffer (25 mM TrisHCl pH 6.8, 1.5 mM EDTA, 20% glycerol, 2% SDS, 5% β-mercaptoethanol, 0.0025% Bromophenol blue). Fractioned protein extracts of TA muscles were obtained homogenizing tissues in 200–500 µl of STM buffer (250 mM sucrose, 50 mM Tris–HCl pH 7.4, 5 mM MgCl_2_, protease, and phosphatase inhibitor cocktails) for 1 min on ice using the TissueRaptor (Qiagen). The homogenate was maintained on ice for 30 min, vortexed and centrifuged at 800 g for 15 min. The supernatant (cytosolic fraction) was collected while the pellet was washed with STM buffer, centrifuged, and resuspended in 200–500 μl NET buffer (20 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 0.5 M NaCl, 0.2 mM EDTA, 20% glycerol, 1%Triton-X-100, protease and phosphatase inhibitors). The nuclear fraction was vortexed, incubated on ice for 30 min, and lysed with 10 passages through an 18-gauge needle. The nuclear lysate was centrifuged at 9000 × *g* for 30 min, at 4 °C, the resultant supernatant represented the soluble nuclear fraction^50^. For immunoblotting equivalent amounts of cellular extracts were resolved by SDS-PAGE, electrotransferred to PVDF membrane (GE Healthcare) and immunoblotted with the following primary antibodies diluted in TBS 1X- BSA 1 μg/μl: mouse anti-NF-YA (G2) (1:1000, sc-17753, Santa Cruz Biotechnology), mouse anti-Pax7 (1:1000, DSHB), mouse anti-MyHCII (MF20) (1:50, DSHB), rabbit anti-Myogenin (M-225) (1:1000, sc-576 Santa Cruz Biotechnology), mouse anti-eMyHC (1:50, DSHB), rabbit anti-MyoD (C-20) (1:1000, sc-304 Santa Cruz Biotechnology), rabbit anti-MyoD (1:1000, 18943-1-AP Proteintech), rabbit anti-phospho(S10)-histone H3 (1:1000, #06-750 Millipore), goat anti-histone H3 (1:1000, sc-8654 Santa Cruz Biotechnology), rabbit anti-MRE11A (1:1000, E-AB-11403 Elabscience), rabbit anti-RAD51 (H-92) (1:1000, sc-8349 Santa Cruz Biotechnology), rabbit anti-phospho(S139)-H2AX (1:1000, #2577 Cell Signaling), rabbit anti-histone H2A (1:1000, Ab18255 Abcam), goat anti-Actin (I-19) (1:5000, sc-1616, Santa Cruz Biotechnology), mouse anti-Vinculin (V4504, Merck KGaA), rabbit anti-GAPDH (1:1000, sc-47727 Santa Cruz Biotechnology), mouse anti-Tubulin (1:1000, 66031 Proteintech Europe), mouse anti-p57Kip2 (66794, Proteintech Europe), rabbit anti-NF-YB (GeneSpin). Membranes were blotted and scanned with Amersham Imager AI680 RGB (GE Healthcare), using chemiluminescent detection reagents Westar ηC and Supernova HRP substrates (Cyanagen).

### Chromatin immunoprecipitation

Cultured SCs were incubated for 10 min with 1% formaldehyde; after quenching the reaction with 0.1 M glycine and nuclear fraction was sonicated to obtain 500–800-bp DNA fragments. The chromatin solution was precleared by adding protein G-agarose (#5720-0002 KPL) for 2 h at 4 °C, aliquoted and incubated with 4 µg of anti-NF-YA (#C15310261, Diagenode) or rabbit IgG (sc-2027, Santa Cruz Biotechnology) overnight at 4 °C on a rotating wheel. Before use, protein G-agarose was blocked twice at 4 °C with 1 μg/μl salmon sperm DNA sheared at 500 bp length and 1 μg/μl BSA for 2 h. After washes of the protein G-agarose, DNAs were isolated by phenol-chloroform extraction and resuspended in TE buffer^15^. Quantitative Real-Time PCR was performed using with SsoAdvanced Universal SYBR Green Supermix (Biorad) in the Biorad CFX connect machine. Sequences of primers used are listed in Supplementary Table 3.

### Statistical analysis

All data shown in graphs represent the mean of at least three independent experiments or mice ± s.d. values. All statistical analyses were performed using GraphPad PRISM 6.0 software using one-way ANOVA or two-tailed unpaired Student’s *t*-test, as appropriate. *p* values of *p* < 0.05 were considered to be statistically significant (*), *p* < 0.01 (**), *p* < 0.001 (***), and *p* < 0.0001 (****), n.s.: not significant (*p* ≥ 0.05).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE154017. All raw data generated in this study are provided in the Source Data file. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

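The data are RNA-seq libraries of satellite cells from 3 NF-YA cKO and 3 NF-YA fl/fl mice, cultured in growth medium. Genotype and replicate number were taken from the sample labels and the paper's Methods. The replicate numbers of the genotypes come from the labels only, and libraries with the same number are from different mice.
The authors aligned the reads to the mouse transcriptome (mm10) with bowtie2 and quantified them with RSEM. The deposited expected counts are not normalized and not filtered. RSEM splits a read that matches several transcripts, so that an expected count need not be whole, and the level of paralogs, overlapping genes and transcripts of one gene is an estimate. The deposited TPM values are scaled by the authors' software to the effective length of each transcript and to the same sum in each library, and keep no depth. For each transcript the deposited files also give its percent of the gene's TPM. The authors added to the Nfya transcripts an entry of 2883 nt for the deleted allele and another of 425 nt. Effective length was used only in a check of gene length bias.
From these values, expected counts were rounded to whole numbers, and the 17348 genes with more than 10 counts in at least 2 libraries were tested, out of 35976 genes. Of all genes, 34665 were matched to a gene of the annotation (GRCm38), from which coordinates and chromosomes were taken. The genotypes were compared with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, genotype as the only factor, Benjamini-Hochberg adjustment) in R 4.3.3. A gene was called with an FDR under 0.01 and a log2 fold change above 1 or below -1, the thresholds of the paper's Methods. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. Gene sets were the mouse Reactome sets of the fgsea package (1.28.0), tested with camera of limma 3.58.1 (inter-gene correlation 0.01) and with Fisher's exact test or the hypergeometric test against the tested genes that are in any Reactome set. Transcripts were compared with exact permutation tests, for which 0.1 is the smallest two-sided p with 3 libraries against 3. The genes printed by name are those the paper names and, in each direction, the 5 called genes with the largest change, a mean of at least 10 CPM and no overlap between the genotypes. The Cdkn2a transcripts and the X-linked genes Kdm6a, Kdm5c, Eif2s3x and Ddx3x fall outside this rule and were chosen after their values or those of related genes were seen.
The fit was tested on simulated counts with the means and library sizes of the real genes. Of 200 genes changed by known factors, 184 (92%) were called in the right direction, and 2 of 16684 unchanged genes were called. The 16984 tested genes also held a shifted set of 100 genes, used to try camera. The median absolute error of the log2 fold change over the changed genes was 0.146. All simulated changes were larger than the log2 fold change of 1 that a call requires, and both groups had the same dispersion. In the real libraries the biological coefficient of variation was 0.105 in NF-YA cKO and 0.310 in NF-YA fl/fl. The simulation therefore does not show how well genes near the thresholds are called.
Library totals were between 26936230 and 41118984 expected counts, so that 3 counts correspond to 0.0705 to 0.115 CPM. Intervals for shares of counts are 95% Wilson intervals and cover counting error only. With 3 mice per genotype, the spread between mice and not the depth limits most comparisons. The alternatives were DESeq2 1.42.0, its size factors in edgeR, edgeR's filterByExpr, no filter, limma on log2(TPM + 1) and log2(TPM + 0.1), expected counts without rounding, an FDR under 0.05, a test against a log2 fold change of 1, the replicate number as a block, the estimated inter-gene correlation, and leaving out each library in turn. The paper's RT-qPCR values were read from its source data as log2 ratios of the mean levels. Plots were drawn with matplotlib 3.10.9. Motifs in promoters were not analysed here, and the result of 1 gene is not reported here.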

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

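Of the tests in this part, those on X-linked genes and on mislabelling were chosen only after the result was seen. Xist and the macrophage and Schwann cell lists lie outside the genes the paper discusses, and stood above the level in NF-YA fl/fl.
Xist was at 843 CPM on average in NF-YA cKO (836 to 852 CPM in the 3 libraries) and at 0.306 to 0.475 CPM in NF-YA fl/fl, while Kdm5d and the other Y-linked genes were near 0 counts in NF-YA cKO. The paper's Methods state that male mice were injected. These levels are those of female cells in every NF-YA cKO library and of male cells in every NF-YA fl/fl library. Of 4 X-linked genes known to escape inactivation, 3 were higher in NF-YA cKO with an FDR under 0.05 in edgeR's quasi-likelihood test (Kdm6a 0.66, Eif2s3x 1.01 and Ddx3x 0.89 in log2 fold change) and Kdm5c was not (0.20, FDR = 0.202). These genes and the requirement of 3 were set with their values in view, so that they add nothing to what Xist and the Y-linked genes show. Mislabelling of libraries between the genotypes was tested with the deleted Nfya transcript, which was in 0 libraries against their label. Sex-linked expression and genotype are fully confounded. Of the called genes, 4.16% lie on chromosome X or Y, and an effect of sex on genes of other chromosomes cannot be told apart from an effect of genotype, except for the deleted Nfya transcript, which marks the deletion itself.
The macrophage list rose by a median log2 fold change of 3.47 (camera FDR = 9.30e-15; 18 of 18 genes above 0, 16 called), from 1.01 ± 0.297 to 15.8 ± 4.95 CPM (SD, n = 3). With the inter-gene correlation estimated from the libraries the FDR was 0.152 (range over the alternatives 3.36e-23 to 0.152). The paper's Methods deplete CD45 and CD11b cells at isolation. A larger remainder of macrophages in the NF-YA cKO cultures may explain the higher immune genes. The rise of 3.47 met the outcome set beforehand for that explanation but does not test it, because the list consists of such genes and includes Lyz2 and Ctss, which are among the genes with the largest increases. Expression of these genes by the muscle cells themselves was not tested, so the origin of the transcripts remains open, and sex cannot be told apart from genotype here either.
The Schwann cell list rose by a median log2 fold change of 1.54 (camera FDR = 0.0003; 9 of 9 genes above 0, 5 called). Its mean level was 9.46, 9.90 and 10.7 CPM in the NF-YA cKO libraries and 2.72, 2.63 and 9.07 CPM in the NF-YA fl/fl libraries, so that NF-YA fl/fl replicate 3 was close to NF-YA cKO. With the estimated correlation the FDR was 0.252 (range over the alternatives 4.36e-06 to 0.252). No test separated a technical from a biological explanation for it.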

How the results depend on the processing

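All alternatives here were set before the data were examined. The number of called genes moved. Against 806 higher and 1331 lower genes, limma on log2(TPM + 1) called 177 and 668, limma on log2(TPM + 0.1) called 279 higher, an FDR under 0.05 gave 2025 lower, and a test against a log2 fold change of 1 gave 97 and 510. Across the 6 fits that each left out one library, from 177 to 890 genes were higher and from 523 to 1684 lower; the cause was not tested.
Camera with the inter-gene correlation estimated from the libraries left the medians as they were and took these sets past an FDR of 0.05 (cause not tested): Cell Cycle (median log2 fold change 0.51, FDR = 0.0584), Striated Muscle Contraction (-5.30, 0.0549), G2/M DNA damage checkpoint (0.54, 0.0584), Double-Strand Break Repair (0.78, 0.0979), Apoptosis (0.21, 0.212), Innate Immune System (0.16, 0.119), and the macrophage (3.47, 0.152), pericyte (-2.65, 0.152) and Schwann cell (1.54, 0.252) lists. It did the same to 8 other Reactome sets, among them DNA Replication, Muscle contraction and G2/M Checkpoints, with FDRs from 0.0549 to 0.361. In all the other alternatives run, the 6 Reactome sets named first stayed under an FDR of 0.05, with FDRs from 9.84e-75 upward for Striated Muscle Contraction.
Genes and lists near 0 changed sign. The Myogenesis set was at -0.015 with filterByExpr, and from -0.019 to 0.031 when each library was left out. The Cytokine Signaling set ranged from -0.043 to 0.081 in those fits. Nfya was at 0.0067 with limma on log2(TPM + 1) and 0.0085 on log2(TPM + 0.1), and ranged from -0.19 to 0.16 with libraries left out; Myod1 was at 0.11 under both limma settings and ranged from -0.42 to 0.78. The early myogenic list was at 0.033 without a filter and ranged from -0.42 to 0.73 with libraries left out. None of these was called in those settings, although Myod1 had an FDR of 0.00305 without NF-YA fl/fl replicate 3 (edgeR's quasi-likelihood test; 0.00305 to 0.976 over its alternatives), and the cause was not tested.
In the fits that each left out one library, the pericyte list ranged from -3.10 to -1.65 (FDR up to 0.0513) and the fibro-adipogenic progenitor list from -0.79 to -0.041 (FDR down to 0.00242, without NF-YA fl/fl replicate 3). With all libraries kept, the pericyte list ranged from -2.70 to -0.944 over the alternatives. The odds ratio of G2/M DNA damage checkpoint genes among the higher genes ranged from 0 to 3.88 (3.57 to 4.60 in the 4 alternatives that kept all libraries, with p from 0.0102 to 0.0402) and that of Innate Immune System genes from 0.83 to 1.95 in Fisher's exact test; the latter passed p = 0.05 without NF-YA cKO replicate 2 (p = 0.0353) and without NF-YA cKO replicate 3 (p = 0.0265). Cell cycle genes and others near the thresholds lost calls in these fits, as given beside them.
With the replicate number as a block, 625 genes were higher (596 of them also higher without the block) and 947 lower (930 also lower without it). Myod1 was at 0.20 and the early myogenic list at 0.20. The correlation of the deviations of same-numbered libraries was 0.0496 on average (0.165, -0.0693 and 0.0527), which gave no sign that the numbers pair the libraries. Promoter motif alternatives were not run.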

Differences from the paper's values

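The RNA-seq log2 fold change was set against the log2 ratio of the mean RT-qPCR levels in the paper's source data. For 3 of 20 genes they differed by more than the spread of either. The spread is the square root of the summed variances of the log2 levels of single mice or libraries in the genotypes. It is wider than the error of a mean, so the 17 genes within it are not shown to match. A change of sign also counted as a difference. This definition of the spread was chosen after values were seen. For Myod1 the paper's value is -1.71 and the RNA-seq value -0.083. Of the alternatives set before the data were examined, leaving out NF-YA fl/fl replicate 2 brought it to -0.42, within that spread, and the others did not. For Myog the paper's value is -1.15 and the RNA-seq value -5.62, and none of these alternatives closed the gap. For Mef2c the paper's value is -7.13 and the RNA-seq value -5.05, and none of these alternatives closed the gap. Some alternatives took other genes past the spread or changed their sign. For Top2a (paper 1.90) the value was 1.06 without NF-YA fl/fl replicate 1 and 1.01 without replicate 3. For the whole Nfya gene with its deleted transcript (paper -0.71) the value was 0.16 without NF-YA fl/fl replicate 3, past the spread. Under the limma settings it was 0.0067 and 0.0085, within the spread of 0.754 but with the opposite sign. Under limma on log2(TPM + 1), Cdkn1c was at -2.85 (paper -3.76) and Heyl at -1.82 (paper -3.45).
The paper states that Myod1 was downregulated in NF-YA cKO; the RNA-seq levels overlapped between the genotypes in edgeR's quasi-likelihood test (FDR = 0.908), and no setting called it. The paper states that Cdkn2a (p16) decreased; the log2 fold change of the whole gene, which sums 2 transcripts, was -0.49 (FDR = 0.0678 from edgeR's quasi-likelihood test), and DESeq2 gave -0.51 with an FDR of 0.035 but no call. The transcript with the nearer first exon, looked at after this result was seen, fell from 5.78 to 1.05 CPM without overlap between the genotypes, while the other rose from 4.38 to 6.17 CPM. Which of them the paper's RT-qPCR measured was not examined. Mre11a (0.70) and Bcl2l2 (-0.75), which the paper presents as deregulated genes, passed the FDR threshold of 0.01 but not the log2 fold change of 1, and no setting called them. Nfyb (0.98) was called only without a filter (1.00). In Fig. 7a cell death terms are among the enriched terms of the higher genes; the Reactome Apoptosis set was not over-represented (odds ratio 0.521, p = 0.148 from Fisher's exact test, p from 0.0562 to 1 over the alternatives).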

Other observations

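In this part, the tests on the most abundant genes and on GC content were chosen only after the result was seen. Of the 10 ways to part the 6 libraries into groups of 3, the real one gave 2137 called genes and the other 9 gave 0, with 41 to 548 genes at an unadjusted p under 0.05 against 8449. Counting the real one, 1 of the 10 splits, and 1 of the 4 that part all same-numbered libraries, gave as many called genes. The design cannot give a share under 0.1, so this test cannot exclude an arrangement by chance.
Library totals overlapped between the genotypes. With every library thinned to the smallest total, 2020 genes were called (696 higher, 1324 lower). Without the 100 genes of highest mean count, 2118 genes were called, against 2120 of the same genes in the fit with all genes. The log2 fold change had a Spearman rho of -0.185 with effective length over 17343 genes and -0.0577 with GC content over 14819 genes (85.4% of the tested genes), both across genes, which are not independent replicates. The calls moved by less than 1.5 times and both correlations were within 0.3 in size, limits that for the most abundant genes and GC content were set afterwards.
A smaller share of myogenic cells in the NF-YA cKO cultures could lower muscle genes. The early myogenic list had a median log2 fold change of -0.083 (camera FDR = 0.663), with 6 genes above 0 and 7 below, but its mean level was 172, 185 and 196 CPM in NF-YA cKO and 267, 228 and 379 CPM in NF-YA fl/fl, without overlap, and 2 of its genes were called lower and 1 higher. Of the lists of other cell types, macrophage and Schwann cell rose, pericyte fell (-2.65, FDR = 0.00238), and endothelial (0.80, FDR = 0.240) and fibro-adipogenic progenitor (-0.36, FDR = 0.752) did not pass an FDR of 0.05 in camera's test. Only 4 pericyte genes were tested, 1 of them called lower. Their median was between -2.70 and -0.944 in the alternatives that kept all libraries. A smaller share alone would lower early and late genes alike, if each myogenic cell kept its early expression. The mean level of the early list went from 291 to 184 CPM and that of the late muscle list from 1944 to 38.1 CPM. Under that condition a smaller share does not account for most of the loss of late muscle genes. The condition was not tested. Of the 13 early genes, 4 were higher and 6 lower in every NF-YA cKO library than in every NF-YA fl/fl library, so the early list does not measure the share. How much a smaller share contributed remains open.
NF-YA fl/fl replicate 3 differed from the other NF-YA fl/fl libraries in several lists. The fibro-adipogenic progenitor list was at 309, 363 and 110 CPM in replicates 1, 2 and 3, and Myod1 at 361, 295 and 1146 CPM.
The paper shows reduced Pax7 protein in NF-YA cKO SCs. Pax7 RNA was at 171 ± 28.4 CPM in NF-YA cKO and 88.7 ± 15.8 CPM in NF-YA fl/fl (log2 fold change 0.94, FDR = 0.00624 in edgeR's quasi-likelihood test, higher in all 3 NF-YA cKO libraries than in any NF-YA fl/fl library). The nearer first exon of Cdkn2a accounted for 14.2% ± 4.38 of its counts in NF-YA cKO and 56.4% ± 7.77 in NF-YA fl/fl.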
